# pH-Responsive Nanostructured Calcium Phosphate Microrods as Pulmonary Delivery Platform: Fabrication, Characterization, and Comparative Assessment of Cytotoxic and Transcriptomic Responses in Alveolar Macrophages

**DOI:** 10.3390/pharmaceutics18040428

**Published:** 2026-03-31

**Authors:** Jannis Fries, Richard Bachmann, Amalia Schechtel, Oliver Janka, Julia Schulze-Hentrich, Marc Schneider

**Keywords:** microcylinders, calcium phosphate, aerodynamic properties, smart delivery, cell interaction, RNA-seq, alveolar mouse macrophages, pH responsiveness

## Abstract

**Background:** Nanostructured, rod-shaped microparticles represent a promising drug delivery platform for the pulmonary delivery and targeting of alveolar macrophages by exploiting the aerodynamic advantages of fiber-like geometries. These microrods feature a hierarchical architecture, designed for potential macromolecular payloads, and silica (SiO_2_)-based systems have previously been shown to successfully deliver oligonucleotides in vitro. However, current microrod systems mainly rely on nanoparticulate SiO_2_-based frameworks with limited biodegradability and lack a specific escape mechanism to the cytosol. Therefore, a nanostructured calcium phosphate (CaP) framework is proposed as a biodegradable and resorbable alternative, featuring pH-responsive dissolution under endolysosomal conditions. **Methods and Results:** This study presents the fabrication of nanostructured, rod-shaped calcium phosphate microparticles and discusses their suitability as a potential pulmonary drug delivery platform. The particles feature dissolution-driven disintegration in acidic and ion-rich environments relevant to phagolysosomes. In addition, the particles exhibited a favorable acute cytotoxicity profile in the murine alveolar macrophage cell line MH-S compared with their SiO_2_-based counterparts. Comparative RNA-seq analysis of MH-S exposed to the particles indicates a mild transcriptomic response, while canonical signatures of classical or alternative macrophage activation programs were not observed, supporting a generally well-tolerated exposure profile of the carrier. **Conclusions:** Together, these findings establish key prerequisites for employing calcium phosphate microrods as a biodegradable pulmonary carrier platform in subsequent studies incorporating therapeutic cargos.

## 1. Introduction

The persistent high prevalence and mortality of lung diseases, ranging from chronic disorders to respiratory infections and malignancies, underline the need for advanced therapeutic approaches [1,2,3,4]. Pharmaceutical research has recently focused on targeted delivery of macromolecular drugs, a heterogeneous group of biotherapeutics, which includes nucleic acids, peptides and antibodies [5]. While these modalities offer promising strategies, their effective delivery remains challenging because of their physicochemical instability, enzymatic susceptibility, poor cell penetration capabilities, inefficient endosomal escape, and safety concerns related to many delivery systems [5,6,7].

In this context, the alveolar macrophage (AM) represents a promising therapeutic target because of its role in a variety of pulmonary diseases, including infections, inflammatory disorders and lung cancer [8,9,10]. AMs are tissue-resident immune cells that are mainly localized on the luminal side of the alveolar epithelium but also occur in the smaller conducting airways [11]. As gatekeepers of the lower respiratory tract, AMs have essential roles in clearing the lung of inhaled particles or microbes and modulating immune responses, thereby contributing to lung homeostasis [12]. To fulfill their versatile physiological roles, AMs exhibit pronounced heterogeneity and functional plasticity, enabling them to dynamically adapt their cellular functions in response to microenvironmental stimuli [12,13,14,15]. The macrophage activation states are commonly classified into classically (M1) and alternatively activated (M2) phenotypes [16]. M1 macrophages resemble a proinflammatory phenotype that is associated with the release of proinflammatory cytokines, whereas M2 macrophages are mainly involved in inflammation resolution and tissue-repair activities [14,16,17,18]. Dysregulated or imbalanced activation of macrophages can promote harmful effects to the lung, resulting in chronic inflammation, or pathological tissue remodeling [14,17,19,20,21]. Consequently, pulmonary delivery systems must be designed to enable safe interaction with these cells.

AMs are localized within the airway lumen, enabling potential targeting via inhalation. This local route of administration minimizes systemic side effects, enhances local bioavailability and ensures a high degree of patient compliance [22,23,24]. For pulmonary targeting of AMs, the carrier must meet several key requirements: First, the particle needs to have appropriate aerodynamic properties to ensure deposition in the deep lung. Generally, this requires a mass median aerodynamic diameter (MMAD) < 5 µm [25]. Second, the particle needs to be internalizable by the target cell, preferably through exclusive uptake pathways. An elegant strategy is to exploit the intrinsic clearance function of AMs to internalize and digest inhaled particles and microorganisms [12]. AMs are professional phagocytic cells and therefore capable of engulfing particles > 0.5 µm via phagocytosis [26,27]. This uptake mechanism is unavailable to non-phagocytosing cells, making particle size a useful factor to accomplish cellular selectivity. Finally, the carrier must be cytocompatible while avoiding the excessive activation of macrophages in either direction, ensuring that pulmonary homeostasis is maintained. Considering AMs’ pivotal role in particle recognition and clearance following inhalation, safe interaction with them is crucial, also when other cells or compartments within the respiratory tract are intended to be addressed.

Following a previously established Trojan-horse-inspired concept [28,29,30,31], rod-shaped, nanostructured microparticles represent an innovative carrier system for pulmonary applications and potential AM targeting. Since aerodynamic behavior is influenced not only by size and density but also by shape, elongated particles can help to overcome the aerodynamic challenges. These rod-shaped particles can align along the airflow, thereby lowering the aerodynamic drag, which enables a higher particle volume at an equivalent aerodynamic diameter compared with their spherical counterparts [29,32]. Furthermore, the micron-scale size promotes preferential uptake by phagocytic cells such as AMs. The nanostructured morphology provides a large surface area, promoting the loading of therapeutic agents and facilitating their subsequent accessibility to the cell [33]. Microrod-based carriers containing a nanostructured silica (SiO_2_) framework were explored previously, including systems that enabled delivery of nucleic cargos [28,30,31]. More recently, a mesoporous SiO_2_-based system capable of simultaneously delivering a macromolecular payload (siRNA) and an endosomal escape enhancer (chloroquine) was introduced, highlighting the versatility of this type of pulmonary delivery platform [34].

In this context, nanoparticulate calcium phosphate (CaP) as a framework represents a promising alternative that may address relevant limitations of earlier SiO_2_ proof-of-concept microrod platforms: CaP is an endogenous constituent of mammalian teeth and bones, which contributes to its high degree of biocompatibility and biodegradability [35,36]. Furthermore, the material possesses intrinsic pH sensitivity, a useful property for targeted, dissolution-driven disintegration within acidic environments such as phagolysosomes. Overall, pH sensitivity may support intracellular disassembly and subsequent clearance of the material from the body, which is an important aspect for pulmonary carrier design. The reported contribution to the endosomal escape through osmotic effects [37,38], enabling the delivery of various macromolecular drugs, including siRNA [39,40,41] and pDNA [42,43], might be an additional asset to be evaluated in the future.

Accordingly, this study aimed to develop a hierarchically engineered, pH-responsive pulmonary delivery system capable of safe interaction with AMs. The formulation was realized using a template-assisted technique, followed by nanoparticle pre-crosslinking using alginate and subsequent electrochemically driven polymer deposition as part of a Layer-by-Layer (LbL) approach [29,44,45]. The integration of LbL into the fabrication process adds high versatility in polymer choice, enabling the potential for incorporation of diverse polyelectrolytes, including nucleic acids or peptides [46]. To maximize biocompatibility and degradability, the polyanion carboxymethyl chitosan (CMC) [47,48] was combined with the polycation protamine (Prot) [49]. For the morphological characterization of the obtained microrods, scanning electron microscopy (SEM) and the in situ capillary flow imaging tool FlowCam^®^ were used. The pH responsiveness of the carrier was evaluated by comparing disintegration in established body-fluid-simulating buffers such as phagolysosomal simulant fluid (PLSF) [50] and Gamble’s solution, which represents typical lung lining fluid [51]. To assess the suitability of the microrods for pulmonary delivery, their aerodynamic properties were tested using a Next-Generation Impactor (NGI). The cellular interaction with respect to particle uptake was analyzed using SEM and confocal laser scanning microscopy (CLSM), and the cytocompatibility was assessed using MTT and LDH assays, benchmarking CaP microrods against a SiO_2_-based reference system using the murine alveolar macrophage cell line MH-S [52]. To investigate the cellular response to the carrier at the gene expression level, RNA-seq analysis was performed to profile genome-wide transcriptomic changes [53,54,55,56]. Overall, this work establishes physicochemical, aerodynamic, and biological prerequisites of a CaP-based pulmonary microrod platform, thereby providing a foundation for future studies involving therapeutic cargo loading and delivery.

## 2. Materials and Methods

### 2.1. Materials

Calcium phosphate nanoparticles (Cat. No. 693898-5G), protamine sulfate, sodium alginate, L-leucine, sodium citrate, magnesium chloride and potassium chloride were purchased from Sigma Aldrich (Steinheim, Germany). Sodium chloride was purchased from Fisher Scientific (Loughborough, UK). Sodium acetate and sodium hydrogen carbonate were purchased from Grüssing (Filsum, Germany). Calcium chloride and potassium phthalate were purchased from Carl Roth (Karlsruhe, Germany). Disodium hydrogen phosphate was purchased from Merck (Darmstadt, Germany). Amorphous silicon dioxide nanoparticles (Silocym^TM^, 200 nm) were purchased from NanoCym (Scottsdale, AZ, USA). Carboxymethyl chitosan was obtained from Heppe Medical Chitosan GmbH (Halle (Saale), Germany). NHS-rhodamine was purchased from Thermo Fisher Scientific (Waltham, MA, USA) and coupled to protamine according to the manufacturer’s protocol, except that the reaction time was extended from 1 h to 24 h. Unreacted dye was removed by dialysis using a 1 kDa molecular weight cut-off membrane (Spectra/Por^®^, Carl Roth, Karlsruhe, Germany). Tetrahydrofuran (THF) was obtained from Thermo Fisher Scientific (Waltham, MA, USA). As template membranes, ipPore^TM^ track-etched polycarbonate membranes with a pore density of 1 × 10^6^/cm^2^ with a nominal thickness of 12 µm and pore size of 3 µm were purchased from 4it4ip S.A (Louvain-la-Neuve, Belgium). Ultrapure water was obtained by using a Sartorius Arium Pro system (Sartorius, Göttingen, Germany).

### 2.2. Cell Culture

RPMI-1640, Dulbecco’s phosphate-buffered saline (DPBS), Hanks’ balanced salt solution (HBSS), dimethyl sulfoxide (DMSO), Triton X-100, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT), lactate dehydrogenase (LDH) Cytotoxicity Detection Kit (Roche, Basel, Switzerland; Cat. No. 11644793001), and 4′,6-diamidino-2-phenylindole solution (DAPI) were obtained from Sigma Aldrich Life Science GmbH (Seelze, Germany). Fetal calf serum (FCS) (Cat. No. F2442-500ML) and Phalloidin Alexa Fluor 488^TM^ were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Ibi-Treat^®^ 8-well plates for CLSM imaging were obtained from Ibidi^®^ GmbH (Gräfelfing, Germany), and Cellstar^®^ 96-well plates were bought from Greiner Bio-One GmbH (Frickenhausen, Germany). For M1 polarization, lipopolysaccharide (LPS) from *Escherichia coli* O55:B5 (Cat. No. L6529-1MG) was purchased from Sigma Aldrich (Steinheim, Germany), and interferon gamma (IFN-γ) (Cat. No. 130-105-778) was purchased from Miltenyi Biotec GmbH (Bergisch Gladbach, Germany). Interleukin 4 (IL-4) (Cat. No. 214-14-5UG) for M2 polarization was bought from Thermo Fisher Scientific (Waltham, MA, USA).

SV-40-transformed murine alveolar macrophages (MH-S) (Cat. No. 300487) were purchased from Cytion (Eppelheim, Germany) and cultured in RPMI-1640 supplemented with 10% FCS in a humidified atmosphere of 5% carbon dioxide at 37 °C. Cells were subcultured upon reaching 70−80% confluence. For experiments, cells at passages between 5 and 14 were used.

### 2.3. Microrod Fabrication

Rod-shaped, nanostructured CaP microparticles were fabricated according to adapted protocols, as described previously by our group [28,29,30,31,44,45]. In the first step, the pores of template membranes with a nominal length of 12 µm and a pore diameter of 3 µm were infiltrated with a CaP nanoparticle suspension using capillary forces (Figure 1a). To prepare the CaP suspension, CaP nanoparticles were suspended in 0.01 M citrate by using a probe sonicator (Sonoplus HD, Bandelin, Berlin, Germany). Subsequently, 500 µL of the suspension was pipetted onto a Petri dish, after which the membrane was placed on top, followed by drying in an incubator at 40 °C. Residual nanoparticles on the membrane surface were removed by careful wiping with a wetted precision cloth, while excess sodium citrate within the pores was removed by carefully rinsing the pores with water. To achieve dense packing in the membrane pores, the procedure was repeated 4 times for each membrane side. For the SiO_2_ microrods, SiO_2_ nanoparticles were suspended at a concentration of 4 mg/mL in distilled water and infiltrated as described for the CaP microrods.

After the membrane infiltration step, the nanoparticles within the membrane pores were optionally pre-crosslinked with alginate (Alg) (Figure 1b). For this, the membranes were first incubated in a 1% (m/V) alginate solution for 2 min, followed by incubation in 100 mM CaCl_2_ for 2 min. To interconnect the nanoparticles within the pores, the alginate was then dried in an incubator at 40 °C. After drying, excess gel was cleaned off from the membrane with a pre-wetted precision cloth.

To further crosslink the nanoparticles, an LbL approach was employed (Figure 1c). The membrane was first immersed for 4 min in a 0.8% (m/V) Prot solution containing 0.1 M NaCl at pH 7 to achieve charge-driven polycation deposition onto the negatively charged particle surface. Excess polymer on top of the membrane and within the pores was subsequently cleaned by a rinsing step in ultrapure water for 4 min. Afterwards, negatively charged CMC was deposited onto the positively charged surface by immersing the membrane in a 0.2% (m/V) CMC solution containing 0.1 M NaCl. Finally, a second rinsing step removed excess polymer. All polymer solutions used were sterile-filtered using a 0.2 µm bottle-top filter (Nalgene, Thermo Fisher Scientific, Waltham, MA, USA) for long-term storage. This cycle was repeated to obtain different numbers of double layers (DLs). For cellular uptake experiments and evaluation of the aerodynamic properties, NHS-rhodamine-labeled protamine (Prot-Rho) was used to enable fluorescence-based detection. The hierarchically organized polyelectrolyte adsorption during the LbL assembly forms an electrostatically interconnected polymer network among the nanoparticles, thereby stabilizing the rod-shaped superstructure within the pores.

To harvest the microrods, the template membrane was dissolved in tetrahydrofuran (THF) and washed three times using centrifugation (500× *g*, 4 min). Subsequently, the THF was evaporated; the particles were redispersed in ultrapure water and freeze-dried. To test the aerodynamic properties of the formulation, the particles were further coated by redispersing the particles in a 0.4% (m/m) L-leucine solution, followed by another freeze-drying step. The surface coating of the resulting microrods with hydrophobic L-leucine improves the flowability of the dry powder by reducing hygroscopicity and interparticulate cohesion and thereby enhancing aerodynamic properties [57,58,59]. For experiments involving cells, the whole microrod fabrication process was performed under aseptic conditions.

### 2.4. Particle Characterization

To achieve high-throughput analysis of geometric dimensions and counts (for the linearity of the method, refer to Figure S1) of the fabricated microrods, a FlowCam 8000^®^ (Fluid imaging Technologies, Scarborough, ME, USA) imaging system was used. The system has previously been shown to be suitable for characterization and quantification of microrods by Pioch et al. [29]. The device was equipped with an FOV 80 (80 µm depth and 700 µm width) flow cell, a 10× magnification objective and a 0.5 mL pump. Particles were suspended in ultrapure water and introduced into the system. The particles were then measured at a flow rate of 0.1 mL/min and a frame rate of 19 fps using the auto-imaging mode with an auto-calibrated background. Data analysis and acquisition were conducted using VisualSpreadsheet software version 5.4.7 (Fluid imaging Technologies, Scarborough, ME, USA). The recorded images were processed using a value-based filter derived from a library of microrods with different dimensions, to ensure accurate particle identification and measurement.

Additionally, morphological characterization was conducted using SEM. Particles were suspended in ultrapure water and applied onto silica wafers. After the dispersant was evaporated, the particles were sputtered with a gold layer using a Quorum Q150R ES sputter coater (Quorum Technologies Ltd., East Grinstead, UK) with a thickness of about 10 nm. Imaging was conducted at a voltage of 5 kV and varying magnifications using a Zeiss Evo HD 15 Electron Microscope (Carl Zeiss AG, Jena, Germany) equipped with a lanthanum hexaboride (LaB6) cathode. SEM size analysis was performed using FIJI (ImageJ2-based distribution version 2.16.0/1.54p).

Powder X-ray diffraction (PXRD) patterns of the CaP nanoparticles (Figure S2) were recorded at room temperature on a D8-A25-Advance diffractometer (Bruker AXS, Karlsruhe, Germany) in Bragg–Brentano *θ*-*θ* geometry (goniometer radius, 280 mm) with non-monochromatic Cu K_α1,2_ radiation (*λ*_1_ = 154.0596, *λ*_2_ = 154.4426 pm). A 12 µm Ni foil working as a K_β_ filter and a variable divergence slit were mounted at the primary beam side. A LYNXEYE detector with 192 channels was used at the secondary beam side. Experiments were carried out in a 2*θ* range of 7 to 120° with a step size of 0.013° and a total scan time of 2 h.

DLS and zeta potential measurements of CaP and SiO_2_ nanoparticles were performed using Zetasizer Ultra (Malvern Panalytical, Malvern, UK).

### 2.5. Analysis of Aerodynamic Properties

The aerodynamic properties of the CaP microrods, prepared with alginate pre-crosslinking and 3 DLs of Prot-Rho/CMC (CaP-Alg-Prot/CMC (3DL)), were determined using a Next-Generation Impactor (NGI) (Copley Scientific, Nottingham, UK). The general setup followed the standardized NGI configuration described by Marple et al. [60], which was previously adapted by our group [31,37]. The airflow was controlled by using an M1A flowmeter (Copley Scientific, Nottingham, UK) with a flow rate of 60 L/min [61,62]. To prevent particle bounce, each collection stage of the NGI was coated as recommended by USP <601> with a solution consisting of 6 parts Brij 35, 34 parts ethanol and 60 parts glycerol [63]. For each tested batch, approximately 3 mg of the formulation was filled into a size 3 gelatin capsule. The capsule was briefly vortexed to ensure uniform powder distribution, inserted into a HandiHaler^®^ (Boehringer Ingelheim, Ingelheim, Germany), and subsequently punctured. Aerosolization was accomplished by applying vacuum-generated airflow for 4 s twice, in accordance with the manufacturer’s instructions for the device [64]. All collecting stages, the inlet and the pre-separator were rinsed with defined volumes of ultrapure water and collected for quantification. In addition, the capsule was dissolved in ultrapure water to determine the remaining particle mass in the capsule. The mass of deposited particles in each stage and the remaining mass in the capsule were quantified using a microplate spectrophotometer (TecanReader^®^ infinite M200, Tecan, Männedorf, Switzerland) at λ_ex./em._: 542/575 nm with batch-specific calibration curves (for method linearity, refer to Figure S3). Using the calculated masses, the mass median aerodynamic diameter (MMAD), the geometric standard deviation (GSD) and the fine particle fraction (FPF) were determined as described by Abdelrahim et al. [65] and adapted by our group [29,30].

The theoretical estimated aerodynamic diameter was calculated using the general relation, including the dynamic shape factor (Equation (1)) [66]:

(1) $$d_{a}=d_{ve}\sqrt{\frac{\rho_{p}\;C_{c}\left(d_{ve}\right)}{\rho_{0}\;C_{c}\left(d_{a}\right)}\frac{1}{\chi }}$$

$d_{a}:$ Aerodynamic diameter,
$d_{ve}:$ Volume-equivalent diameter,
$\rho_{p}:$ Particle density,
$\rho_{0}:$ Standard density (1 g/cm^3^),
χ: Dynamic shape factor,
$C_{c}$: Cunningham slip correction factor.

For particles in the lower micrometer and nanoscale range, deviations from continuum flow conditions reduce the accuracy of Stokes’ law prediction of the drag force. Consequently, the Cunningham slip correction factor was determined by using the correlation proposed by Davies [67] (Equation (2)):

(2) $$C_{c}=1+\frac{2\lambda }{d}\left(A_{1}+A_{2}e^{-A_{3}d/\lambda }\right)$$

$C_{c}:$ Cunningham slip correction factor,
λ: Mean free path (0.066 µm at 20 °C [66]),
d: Particle diameter,
A: Experimentally determined coefficients (*A*_1_ = 1.257, *A*_2_ = 0.400, *A*_3_ = 0.55) [67].

The literature-based dynamic shape factor χ was calculated using the empirical model described by Lau et al. [68].

### 2.6. Cellular Uptake

To evaluate the uptake of the formulations by alveolar macrophages, 2 × 10^4^ cells/well in 200 µL medium (RPMI + 10% FCS) were seeded in a µ-Slide 8 Well. After 24 h of incubation, the medium was aspirated and replaced with fresh medium containing CaP microrods (pre-crosslinked with alginate, 3 DLs of Prot-Rho/CMC) at a concentration of 0.1 mg/mL. After incubation for 3 h and 6 h, the medium was removed, and the cells were washed twice with HBSS. Subsequently, the cells were fixed at room temperature for 15 min using 4% paraformaldehyde (PFA).

For CLSM imaging, cells were further permeabilized by incubation with 0.1% Triton X-100 for 15 min at room temperature. After two washing cycles with HBSS, the nuclei were stained for 30 min using 600 nM DAPI at room temperature. Following two more washing steps, F-actin was stained using Phalloidin Alexa Fluor 488^TM^ at a concentration of 165 nM for 30 min at room temperature. The cells were finally washed with HBSS and analyzed using CLSM (LSM710, Carl Zeiss AG, Jena, Germany). Cell structures were detected with lasers operating at a wavelength of 405 nm for cell nuclei, 488 nm for F-actin, and 561 nm for rhodamine-labeled microrods.

For SEM imaging, cells were washed with HBSS, fixed with PFA 4% for 15 min at room temperature and further dehydrated in a graded ethanol series by sequential incubation with 20%, 40%, 60%, 80% and 100% ethanol solutions. Afterward, cells were sputtered with a gold layer and analyzed using SEM.

### 2.7. Particle Disintegration

To assess the pH responsiveness of the CaP microrods in vitro, phagolysosomal simulant fluid (PLSF, pH 4.5) was prepared according to a previously described protocol to mimic pH and the ion composition of phagolysosomes [50]. The antifungal agent alkyl-benzyldimethylammonium chloride was omitted; instead, the buffer was sterile-filtered using a 0.2 µm bottle-top filter (Nalgene, Thermo Fisher Scientific, Waltham, MA, USA). To simulate the ion composition and pH of the interstitial fluid of the deep lung, Gamble’s solution [51] (pH 7.4) was prepared and sterile filtered as well.

Three independent batches of CaP microrods for each tested condition were prepared using alginate pre-crosslinking and three DLs of Prot/CMC (CaP-Alg-Prot/CMC (3DL)). Subsequently, particles were incubated at a concentration of 0.05 mg/mL in the respective buffer. To achieve a homogeneous dispersion of the particles in the buffer, the suspensions were initially sonicated using an ElmaSonic P ultrasonic bath (Elma, Singen, Germany) for 30 s at 40% power and a frequency of 37 kHz in sweep mode. Suspensions were incubated at 37 °C under slight shaking, and after various periods (10, 20, 30, 70, 180 and 360 min), the remaining microrods and clusters of microrods were quantified using the FlowCam 8000^®^. The device has previously been successfully employed to quantitatively monitor microrod disintegration in suspension [29,34]. To deagglomerate formed agglomerates prior to each measurement, the suspensions were briefly sonicated again for 10 s (for formulation stability under shear stress refer to Figure S4). To obtain a reference value for timepoint t = 0, three independently prepared batches were dispersed in ultrapure water and measured under identical settings as the reference starting point. Thus, the relative percentage of disintegrated particles was calculated for each timepoint.

In addition to that, SEM imaging of residual particles was performed after 360 min of incubation time in respective buffers. For this purpose, suspensions were centrifuged at 20,000× *g* for 4 min, washed once with ultrapure water to remove residual salts, and centrifuged again. The pellet was resuspended in ultrapure water and applied onto a silica wafer for SEM imaging, as described previously.

For quantification of released Ca and P in PLSF, CaP-Alg-Prot/CMC (3DL) was incubated in PLSF at a concentration of 0.05 mg/mL under slight shaking at 37 °C. After 10 min, 60 min and 360 min, the suspensions were centrifuged (20,000× *g* for 4 min), and the supernatants were collected for ICP-QQQ (triple quadrupole ICP-MS, Agilent 8900 ICP-QQQ, Agilent Technologies, Santa Barbara, CA, USA) analysis of Ca and P. Particle-free PLSF blanks were analyzed in parallel and subtracted from the respective sample values to correct for the elemental background of the release medium.

### 2.8. Cellular Toxicity

The cytotoxicity and cell viability of MH-S cells exposed to CaP microrods were evaluated and compared with SiO_2_ microrods using MTT and LDH assays [69].

For microrod fabrication, both CaP microrods and SiO_2_ microrods were prepared using alginate pre-crosslinking, followed by 3 DLs of Prot/CMC. For the cell-based assays, 2 × 10^4^ cells/well in 200 µL medium (RPMI-1640 + 10% FCS) were seeded into a 96-well plate. After 24 h, the medium was aspirated, and the cells were treated with the rod formulations for 24 h at different concentrations. As a negative control, untreated cells were used, whereas 2% Triton X-100 in the medium served as a positive control to induce maximal cytotoxicity.

For MTT assays, the supernatant was removed, and the cells were washed twice with 200 µL HBSS. Subsequently, 200 µL of MTT solution (0.5 mg/mL in HBSS) was added, and the cells were incubated for 1 h under careful shaking. Finally, the supernatant was removed, and the formed formazan crystals were dissolved in 100 µL DMSO. After 20 min, the absorbance was measured at 550 nm with a reference wavelength of 680 nm by the TecanReader^®^ (Tecan, Männedorf, Switzerland).

The cell viability was then calculated according to

(3) $$Cell\;Viability\;[\%]=\frac{{OD}_{sample\;}-{OD}_{positive\;control}}{{OD}_{negative\;control\;}-{OD}_{positive\;control}}$$

To evaluate membrane integrity, LDH assays were performed. After 24 h of incubation with controls and samples, 25 µL of the supernatant was mixed with 25 µL of LDH reagent solution. After a 30 min reaction time at room temperature, the absorbance was measured at 490 nm with a reference wavelength of 680 nm.

The cytotoxicity was then determined according to

(4) $$Cytotoxicity\;[\%]=\frac{{OD}_{sample}-{OD}_{negative\;control}}{{OD}_{positive\;control}-{OD}_{negative\;control}}$$

To estimate the number of cells present at the start of particle incubation, 2 × 10^4^ cells were seeded in 200 µL of medium. After 24 h of incubation time, the medium was aspirated and replaced with fresh medium. Cells from three wells were then counted using high-definition images taken by using Spark Cyto (Tecan, Männedorf, Switzerland) with a 10× objective. The number of cells was determined by counting 5 representative areas (0.36 mm^2^) per well.

All assays were performed in at least three independent experiments, and the results are presented as the mean ± standard deviation.

### 2.9. RNA-Seq Analysis

#### 2.9.1. Cell Treatment

For RNA-seq, 2 × 10^4^ cells/well in 200 µL of medium (RPMI + 10% FCS) were seeded into a 96-well plate. After 24 h, the medium was aspirated, and the cells were incubated for 24 h with three independently prepared batches of CaP-Alg-Prot/CMC (3DL) and SiO_2_-Alg-Prot/CMC (3DL), suspended at a concentration of 0.1 mg/mL in 200 µL of medium. Additionally, M1 polarization was induced by 24 h treatment with 1 µg/mL LPS and 20 ng/mL IFN-γ, and M2 polarization by 20 ng/mL IL-4, following established protocols for different macrophage models [70,71,72]. Medium-only incubation served as the M0 control. After 24 h of treatment, the medium was aspirated, and the cells were washed twice with HBSS.

#### 2.9.2. RNA Isolation and Library Preparation

For RNA isolation, a Direct-zol™ RNA Microprep kit (Zymo Research, Irvine, CA, USA; Cat. No. R2060) was used, according to the manufacturer’s instructions. In brief, cells were directly lysed in a 96-well plate using Trizol^®^ (Thermo Fisher Scientific, Waltham, MA, USA). To remove DNA, samples were treated with the provided DNAse I. After washing three times, RNA was eluted. Concentrations were measured with a NanoDrop™ 2000c (Thermo Fisher Scientific, Waltham, MA, USA), and RNA was stored at −80 °C.

Sequencing libraries were created using the Smart-seq2 protocol described by Picelli et al. [73]. In brief, 100 ng of RNA from each sample was used for reverse transcription and preamplification PCR. PCR products were purified using Ampure XP beads (Beckman Coulter, Brea, CA, USA) at a 1:0.8 ratio. Concentrations of cDNA were measured with Qubit™ 4 Fluorometer (Invitrogen by Thermo Fisher Scientific, Waltham, MA, USA) and 4 ng tagmented using a Tn5 transposase (Illumina, San Diego, CA, USA; Cat. No. 20034211). Tagmented DNA was barcoded and PCR-amplified, and the PCR product was purified with Ampure XP beads at a 1:0.9 ratio. Concentration of the libraries was measured with Qubit. Libraries were sequenced on an Aviti sequencer (Element Biosciences, San Diego, CA, USA) with 75 bp paired-end reads.

#### 2.9.3. RNA-Seq Data Processing

The raw sequencing data files were processed using the nf-core/rnaseq pipeline (v3.14.0) [74], using Star–Salmon against the mus musculus genome assembly and gene annotations based on Ensembl v114. The resulting BAM files containing the expression values were imported into RStudio v4.4.2 for further analysis. Differential analysis was performed using DESeq2 v1.44.0 [75]. Genes were deemed differential when they had a Benjamini–Hochberg-adjusted *p*-value < 0.05 and an effect size of |log_2_FC| > 0.5.

RNA-seq data have been uploaded to GEO and are available under the accession number GSE317613.

### 2.10. Statistical Analysis

GraphPad Prism 10.06.1 (GraphPad Software, Boston, MA, USA) was used for all statistical analyses, except for RNA-seq analysis. Ordinary one-way ANOVA was performed for non-grouped data sets, and two-way ANOVA was performed for grouped datasets, followed by Tukey’s post hoc test for multiple comparisons. Differences were considered significant at *p* < 0.05 (0.05 = *, 0.01 = **, 0.001 = ***, 0.0001 = ****). For RNA-seq data, differential analysis was conducted using the DESeq2 package in RStudio, as described in Section 2.9.3.

## 3. Results and Discussion

### 3.1. Particle Characterization

Nanostructured CaP microrods were successfully fabricated by combining a template membrane-assisted technique and subsequent polymer-mediated nanoparticle crosslinking. Using capillary forces for infiltration of the nanosuspension into the template membrane resulted in dense packing of the pores (Figure 2a,b). Alginate pre-crosslinking and subsequent electrostatically driven deposition of the oppositely charged polyelectrolytes Prot and CMC led to the formation of an interconnecting polymer network between the particles (Figure 2b,c).

Consequently, the rod-shaped superstructure defined by the membrane geometry was effectively stabilized. SEM close-up images of the yielded microrods after dissolution of the template reveal a cohesive organization of the nanoparticles (Figure 3). Particles fabricated with an alginate pre-crosslinking step exhibit a more uniform shape and higher structural integrity, resulting in fewer fragments compared to those produced without this additional stabilizing step.

This observation is further supported by high-throughput image data analysis using FlowCam^®^ (Figure 4). The data show higher mean length values and a narrower length distribution, as reflected by lower span values ((d_90_ − d_10_)/d_50_), for microrods fabricated with an alginate pre-crosslinking step. Across the batches, the mean length obtained with alginate pre-crosslinking ranged from 11.5 µm to 13.3 µm, compared to 9.3 µm and 10.9 µm for particles without this step. Extensive swelling can be ruled out, considering that the width values of the rods do not indicate significant differences between gel-stabilized and gel-free rods (Figure 4b). Moreover, additional DLs during the LbL assembly had no significant influence on the mean rod dimensions. The effect of the alginate pre-crosslinking step on the mean length was further confirmed by SEM-based length analysis (Figure S5), which provides a higher spatial resolution at the expense of throughput compared to FlowCam^®^. Interestingly, when analyzing the length distributions, the majority of the microrods fabricated with alginate exceeded the nominal 12 µm specified by the manufacturer. To clarify this discrepancy, SEM cross-section imaging of three untreated membranes was performed, which revealed an actual membrane thickness of 14.88 ± 0.14 µm for the membrane batch used, explaining the observed length values (Figure S6). This discrepancy did not affect the main conclusions of our study, as the resulting microrods still remained within a size range relevant for pulmonary applications. Moreover, the mean rod length of the particles (approx. 12 µm) was highly consistent with previously reported SiO_2_-based microrods using the same commercially available membrane [29]. This template membrane was selected because its defined pore structure and dimensions were suitable for fabrication of microrods in the targeted size range. In addition, it has been established for preparation of SiO_2_-based microrods in several studies [29,34].

Overall, these results indicate a beneficial effect of the alginate pre-crosslinking step on the structural integrity of the microrods during fabrication. This can likely be attributed to the almost neutral zeta potential of CaP in aqueous dispersions (−3.01 ± 5.03 mV, at neutral pH), which reduces the electrostatic driving force for polyelectrolyte adsorption, making CaP a less suitable substrate for electrostatic-driven polymer deposition [76]. As a result, the total adsorbed mass of polymer is reduced, resulting in a less cohesive polymer network, thereby compromising the structural integrity. Throughout the fabrication process, repeated rinsing and wiping steps, membrane dissolution, and centrifugation steps generate forces that dislodge insufficiently bound nanoparticles. This may also explain why increasing the number of DLs did not translate into longer rods or narrower length distributions. In contrast, the introduction of a dehydrated alginate-based gel network, which has also previously shown effective stabilization in a SiO_2_-based system [29], already ensures interconnection of the nanoparticles prior to LbL assembly. In addition, alginate introduces negatively charged carboxylate groups into the scaffold, thereby improving the electrostatic basis for subsequent polymer deposition during LbL assembly. The subsequent scalable LbL further enables the incorporation of functional polyelectrolytes for potential drug loading. Nevertheless, while pre-crosslinking demonstrated beneficial effects, stabilizing the system exclusively with LbL also represents a conceptually viable approach. This may be particularly attractive for systems that are intended to be fully biodegradable by mammals, where the absence of alginase limits alginate degradation [77]. However, given the superior structural integrity and handling stability of the alginate-containing microrods, all subsequent experiments in this study were performed using microrods pre-crosslinked with alginate and three DLs of Prot/CMC (CaP-Alg-Prot/CMC (3DL)).

The dimensions of the fabricated SiO_2_ microrods (SiO_2_-Alg-Prot/CMC (3DL)) were highly consistent with those of the CaP microrods (Figure 5), supporting the versatility of the fabrication method. Morphologically, the SiO_2_ microrods exhibited a more ordered architecture, which can be attributed to the uniform spherical shape and narrow size distribution of the SiO_2_ nanoparticles (z-average of 214.02 ± 0.68 nm and a PDI of 0.03 ± 0.02, measured in infiltration suspension) compared to the rather aspherical and less uniform crystalline CaP nanoparticles (z-average of 199.02 ± 12.00 and nm a PDI of 0.17 ± 0.01, measured in infiltration suspension). X-ray powder diffraction analysis of the CaP nanoparticles (Figure S2) revealed a crystallite size of 25 ± 1 nm from the Rietveld refinements. This indicates that the particles in the citrate suspension are likely polycrystalline or form secondary aggregates.

### 3.2. Aerodynamic Properties

For targeting lung tissue, pulmonary delivery offers great advantages over conventional medical treatments, as it combines high local bioavailability with minimized systemic side effects and improved patient compliance [22,23,24]. A central determinant of pulmonary delivery is the aerodynamic behavior of the carrier. Generally, to reach the deep lung, an MMAD between 0.5 µm and 5 µm is required [25]. Elongated particles are characterized by their aspect ratio (AR), defined as the ratio of particle length (l) to width (w). Their shape enables the particle to align with the airflow, thus making the width the predominant determinant influencing the aerodynamic diameter [34,45].

Accordingly, the aerodynamic properties of CaP-Alg-Prot/CMC (3DL) were evaluated using an NGI. The results of the analysis, as presented in Table 1, indicate that the formulation generally meets these requirements. Based on the experimentally determined FlowCam^®^ dimensions (Figure 4), the particles exhibited a mean width of 3.41 µm and a mean length of 12.12 µm (AR ≈ 3.6). Despite their geometric size, the elongated morphology helps to explain why the aerodynamic size remains within the respirable range. However, with an MMAD of 4.76 ± 0.34 µm, the particles remain at the upper edge of the respirable range. Consequently, aerodynamic performance is less favorable for reaching distal lung regions than reported for SiO_2_-based microrod systems of similar dimensions. The MMAD values of these systems were reported as 3.62 ± 0.35 µm in one study [29] and ranged from 3.73 ± 0.14 µm to 7.31 ± 0.91 µm [34] in another study. Hence, the comparatively larger MMAD represents a disadvantage relative to established SiO_2_ microrods. The difference is most likely related to the higher density of the nanoparticulate scaffold: while the density of amorphous SiO_2_ nanoparticles is commonly referenced in the literature as 2.2 g/cm^3^ [78,79], the crystallographic density of the CaP nanoparticles, as calculated from PXRD data, was 3.09 g/cm^3^. A potential strategy to overcome this limitation could be the use of CaP nanoparticles with a hollow internal structure, which could reduce the density of the scaffold [80].

Nevertheless, marketed products with similar aerodynamic properties do exist, such as Arikayce^®^, used for the treatment of non-tuberculous mycobacterial (NTM) lung infections (MMAD of approx. 4.7 µm [81]). AMs represent an important intracellular niche for non-tuberculous mycobacteria and, thus, a relevant therapeutic target in this context [82,83]. This example illustrates that aerosols in this aerodynamic range may still be clinically relevant, while further optimization would likely improve distal lung deposition. The GSD of 1.38 ± 0.01 indicates a comparatively narrow aerodynamic size distribution and is below reported values for SiO_2_ microrods, which ranged from 2.29 ± 0.90 to 1.46 ± 0.11 [29,34]. In general, the narrow size distribution highlights a clear strength of the template-assisted technique used for microrod fabrication, resulting in particles with a uniform geometry (Figure 4). The FPF of 51.82 ± 7.77% demonstrates that a substantial fraction of the particles lies within the respirable size range and is comparable to reported values for SiO_2_ microrods (approx. 15% to 59%) [29,34]. Taken together, the aerodynamic data indicate that the particles are generally capable of reaching the deep lung and support the suitability of the formulation for pulmonary delivery and AM targeting.

To further contextualize the measured MMAD, the theoretical aerodynamic diameter ($d_{a}$) was calculated using the crystallographic density of CaP (3.09 g/cm^3^) and a density correction factor of 0.64 for random close packing of equal spheres [84]. For the particle dimensions, the experimentally determined FlowCam^®^ values of CaP-Alg-Prot/CMC (3DL) were used (Figure 4). The theoretical dynamic shape factor χ was calculated based on the empirically derived model described by Lau et al. [68], which is applicable for elongated particles.

In agreement with previous observations for SiO_2_ microrods reported by Pioch et al. [29], the particles outperformed the predicted values (Table 2). This deviation is likely attributed to the particles’ porosity: while the internal pore structure’s reduction in effective particle density is included in the calculation, potential aerodynamic drag-reducing effects due to increased particle permeability are not [85]. As a result, the achieved MMAD is around ~1 µm lower than the calculated one, which on its own would not meet the 5 µm threshold. The obtained values were further contextualized by comparing them with the calculated $d_{a}$ of hypothetical CaP spheres and non-porous microrods (Table 2). The spherical counterparts were assigned either a diameter equal to the rod width (d =w) or equal to the volume-equivalent diameter ($d\;=d_{ve}$).

As illustrated in Table 2, this model-based comparison demonstrates the beneficial effects of the shape and nanostructure on the aerodynamic performance of the microrods. Despite their substantially larger geometric volume, the formulation achieved an MMAD that is even lower than that of hypothetical spheres with a diameter equal to their width.

### 3.3. Particle Uptake

After inhalation, alveolar macrophages (AMs) play a central role in clearing particles from the deep lung. They belong to a specialized population of cells capable of engulfing particles > 0.5 µm via phagocytosis [27]. Because this uptake mechanism is not accessible to most other pulmonary cells, particle size can serve as an effective design parameter to accomplish targeted drug delivery to AMs. In addition to this, the particle shape can modulate the interaction with macrophages. Increasing the AR of particles represents a double-edged sword: while elongated particles offer a larger contact surface area to interact with the cell, thereby enhancing initial attachment, their rate of internalization is reduced compared with spherical counterparts [86]. Once inside the cell, however, the increased volume and surface area enable the delivery of a substantial payload.

For rod-shaped microparticles intended to deliver therapeutics to AMs, the central challenge is to harness the aerodynamic benefits of elongation while ensuring that the particles remain efficiently internalizable by the cells. The influence of microrod AR on particle internalization in dTHP-1 cells, including particle geometries similar to the ones used in this study, was previously explored [29]. According to this study, microrods with a mean width of approximately 3.43 µm and mean length of 12.65 µm (AR ≈ 3.7) showed a favorable balance between aerodynamic performance and uptake volume. These dimensions are very similar to those of the present CaP microrod system (mean width of 3.41 µm, length of 12.12 µm; AR ≈ 3.6).

To investigate potential uptake by alveolar macrophages, MH-S cells were incubated for 3 h and 6 h with rhodamine-labeled CaP-Alg-Prot/CMC (3DL) particles. After fixation, their uptake was analyzed with CLSM and SEM. Nuclei were stained with DAPI, whereas F-actin, a major component of the cytosolic and cortical actin network [87], was stained with Phalloidin AF488. For both timepoints, the successful internalization of a substantial number of microrods was observed (Figure 6). Analysis of different z-planes demonstrated that microrods resided within the cytoplasm, beneath the cortical F-actin, rather than attached to the cell surface. Some macrophages phagocytosed several microrods (Figure 6 and Figure 7c,f), whereas others showed no uptake, reflecting the inherent heterogeneity of AM populations [88]. To complement the qualitative microscopy observations, an image-based evaluation of eight CLSM images per timepoint was conducted. Cells were defined as particle-positive when at least one intracellular microrod or microrod-derived fragment was visible within the cellular boundaries. Across the analyzed fields of view, 37.8 ± 7.2% of cells after 3 h and 46.2 ± 14.6% after 6 h were classified as particle-positive.

Moreover, different stages of cell–particle interaction were imaged (Figure 7). Although the data set consists of static images, the micrographs capture distinct, characteristic stages of phagocytosis [87]. The process typically begins with initial probing of the particle by membrane protrusions (Figure 7a,d). Following the alignment of the rods along their shorter axis, the process proceeds with a “tip-first” engulfment, as reported by Champion et al. [89], consistent with the established shape and orientation dependency of phagocytosis. Accumulation of F-actin at the rod–cell interface (Figure 7e), indicative of phagocytic cup formation [90], enables the cell to wrap its membrane around the shorter axis of the rod. This is particularly relevant for the present microrods (AR ≈ 3.6), since initial contact at the flatter side may promote membrane spreading rather than efficient engulfment, thereby delaying complete internalization [29,89]. Eventually, the internalization process reaches a final stage, in which the particles reside fully intracellularly (Figure 7c,f).

Taken together, these results demonstrate that the microrods remain accessible to macrophage uptake mechanisms despite their elongated geometry and large volume. This fulfils a key prerequisite for AM-targeted pulmonary delivery and provides the cellular entry route necessary for downstream disintegration and potential cargo release.

### 3.4. Particle Disintegration

Over the years, delivery systems that respond to specific stimuli have gained increasing attention. These systems exploit specific microenvironments or external applied stimuli to enable more efficient drug targeting while minimizing undesired off-target effects [91,92]. Especially stimuli inherent to certain microenvironments, such as pH, temperature, ionic strength, or enzymes, can enable trigger-dependent drug release or particle disintegration. Besides this aspect, disintegration of drug delivery systems is also relevant in terms of clearance, preventing toxic accumulation of the material in the body. In this context, the highly active phagolysosomal environment of AMs offers a trigger-rich microenvironment. After phagocytosis, the phagosome undergoes a continuous maturation to eventually fuse with the lysosome, forming the phagolysosome. During this process, the compartment is gradually acidified by the recruitment of v-ATPases, eventually reaching a pH of 4.5 [93]. Therefore, the pronounced pH difference between this intraphagolysosomal compartment and the near-neutral extracellular fluid in the lung offers a promising stimulus to accomplish targeted disintegration of the particles. The CaP matrix of the microrods can therefore serve as the potential pH-responsive element that undergoes acid-driven dissolution within the phagolysosome [38].

Accordingly, the pH sensitivity of CaP microrods was tested by comparing their disintegration kinetics in Gamble’s solution, mimicking the pH and ionic strength of extracellular fluid within the lung [51], and in phagolysosomal simulant fluid (PLSF), representing the ion-rich and acidic environment of the late phagolysosome [50]. FlowCam^®^ was used [29,34] to determine the rod concentration at each timepoint, which allowed high-throughput image-based quantification of the remaining microrods and microrod clusters in suspension (for reference images of detected objects, see Figure S7). According to the results (Figure 8a), rapid disintegration at an acidic pH was observed, whereas high structural stability under near-neutral conditions was maintained. Additionally, SEM imaging was performed, which provides a more detailed view of this process (Figure 8b,c).

After 10 min of incubation in PLSF, an already substantial portion of the nanostructured CaP matrix had dissolved (Figure 8b), exposing the underlying polymer network. After 360 min, the CaP phase was almost completely lost, leaving behind residual polymeric complexes. This observation suggests that the porous polymeric layers allow the penetration of protons into deeper regions of the microrod structure. Consequently, dissolution of the CaP matrix is initiated, and the rod superstructure progressively disintegrates. In contrast, the microrods largely retained their structure in Gamble’s solution, while some degree of fragmentation could be observed (Figure 8c). The fragmentation of microrods in an ion-rich environment was previously reported in the literature and can be attributed to charge-screening effects, which compromise the integrity of the polymer network [31,34,94].

Overall, these results demonstrate the pH sensitivity of the formulation and are consistent with dissolution-driven disintegration at an acidic pH, as encountered during phagolysosomal maturation [93]. At the same time, combined with the uptake data (Section 3.2), there is adequate stability under extracellular lung-like conditions to enable uptake by AMs.

In contrast, reported SiO_2_-based reference systems exhibit faster disintegration under conditions simulating the extracellular lung fluid than under acidic conditions resembling phagolysosomes [34]. In these systems, the disintegration behavior is mainly attributed to the destabilization of the polyelectrolyte network, whereas the SiO_2_ framework itself generally lacks rapid degradation or dissolution and may persist in the tissue. In contrast to CaP, the solubility of SiO_2_ is relatively insensitive to pH in the acidic-to-neutral range [95,96], which may also hinder intracellular degradation. Consistent with this, nanoparticulate amorphous SiO_2_ was reported to remain detectable in alveolar and lymph node-associated macrophages even 91 days after exposure in a rat inhalation study [97]. Conversely, the susceptibility of CaP to acidic environments supports intracellular degradation, while the comparatively low solubility at extracellular pH provides sufficient stability for uptake. This is particularly relevant because particles that resist dissolution are predominantly cleared in the distal lung by AMs, whereas particles deposited in the conducting airways are mainly removed by mucociliary clearance [98]. Thus, the CaP matrix provides favorable degradation and resorbability properties in the distal lung region, which may support biocompatibility, reduce long-term persistence and facilitate clearance [99,100]. Nevertheless, direct in vivo studies supporting this process are currently lacking. Beyond this, the acid-triggered dissolution of CaP has been reported to facilitate endosomal escape due to osmotic effects in several studies [39,40,41]. However, this aspect was not investigated in the present work and remains to be demonstrated in future studies.

### 3.5. Cellular Toxicity

Potential cytotoxic effects of CaP microrods (CaP-Alg-Prot/CMC (3DL)) on MH-S cells were assessed and compared with SiO_2_ microrods (SiO_2_-Alg-Prot/CMC (3DL)) in vitro using MTT and LDH assays [69]. Both rod types were fabricated using the same polymers, to focus specifically on the effect of the nanoparticulate matrix. The assays were performed after 24 h of exposure time with different concentrations of the particles, ranging from 0.025 mg/mL to 0.4 mg/mL, to evaluate possible effects on cell viability and membrane integrity. As illustrated in Figure 9a, CaP microrods did not reduce cell viability across any measured concentration, whereas SiO_2_ microrods caused a concentration-dependent decrease. This trend is further supported by the LDH data (Figure 9c), which indicates a markedly stronger cytotoxic potential of the SiO_2_ microrods. The LDH assay also revealed a concentration-dependent increase in the cytotoxicity of the CaP microrods at higher concentrations. However, all tested CaP microrod concentrations remained below the commonly accepted 20% cytotoxicity threshold [69], while the SiO_2_ microrods exceeded this threshold above 0.1 mg/mL.

Because of density differences between both rod types, identical nominal concentrations (mg/mL) contain different absolute numbers of microrods (Figure S1) interacting with the cells. This aspect becomes particularly relevant since the particles sediment completely during the exposure period. Therefore, the results were additionally normalized to a rod-to-cell ratio (Figure 9b,d).

Accordingly, CaP microrods were well tolerated by the cells at a ratio of ~6.7, indicating a generally favorable safety profile in this alveolar macrophage cell model, permitting exposure to comparatively high particle loads. In contrast, SiO_2_ microrods exceeded the cytotoxicity threshold at ratios above 2. The notably lower cytotoxicity of the CaP microrods may be related to their intraphagolysosomal disintegration. The CaP matrix of particles can dissolve during the phagolysosomal maturation, which may reduce potential mechanical stress on the cell and its membrane. Consequently, membrane integrity seems to be less compromised, which is consistent with the lower release of LDH observed for CaP microrods. In contrast, SiO_2_ microrods were reported to induce significant cytotoxicity towards macrophages in one study [94], while they were well tolerated in others [28,29,30,31]. In addition, another study reported high cytotoxicity of spherical amorphous SiO_2_ microparticles towards MH-S cells specifically, which was associated with endolysosomal leakage [101]. Taken together, these findings suggest that the nanoparticulate CaP framework provides a more favorable cytotoxicity profile and may therefore represent a more suitable candidate for potential clinical translation.

### 3.6. RNA-Seq Analysis

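RNA was sequenced from MH-S cells, an alveolar macrophage line of the mouse, in 5 groups of 3 wells each. The cells received medium alone (M0), CaP or SiO_2_ microrods at 0.1 mg/mL, 1 µg/mL LPS with 20 ng/mL IFN-γ (M1), or 20 ng/mL IL-4 (M2) for 24 h. Each microrod well held a separately prepared particle batch and all wells held the same cell passage, so the spread within a group covers wells and particle batches but not cell passages. Libraries were made with the Smart-seq2 protocol, which amplifies full-length cDNA and uses no molecular identifiers, so limits taken from counts cover counting error only. The authors aligned the reads with STAR, quantified them with Salmon on the Ensembl annotation and deposited whole-number counts for 78317 gene identifiers in 15 libraries, without normalization. The total count per library ranged from 8459643 to 39201265 in M0 (median 15489487), from 10117846 to 14879931 in M1 (median 12055311) and from 8594947 to 68750050 in M2 (median 14442586). It ranged from 14632876 to 50729211 in the CaP group (median 37729206) and from 12646926 to 24990730 in the SiO_2_ group (median 20244091). Replicate libraries differed by more than the sampling noise in all 15 pairs, with a chi-square per gene between 7.55 and 152, and each was counted as a separate replicate. The counts were scaled with edgeR's TMM method and given as CPM, counts relative to the scaled library size, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. As in the paper, a gene was a DEG when its adjusted p-value was below 0.05 and its |log_2_FC| above 0.5. A model of all 15 libraries tested 16654 genes and served the comparisons with M1 and M2, and a model of the 9 M0, CaP and SiO_2_ libraries tested 16621 genes and served the comparisons that the paper made without the polarized cells. The choice of test, the filter on low counts and the libraries in the model could each change the number of DEGs, and the paper's test, DESeq2, was run beside edgeR. With 3 libraries against 3, an exact two-sided permutation test of a single value cannot give a p-value below 0.1, so all p-values come from models fitted across all genes.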

To characterize the transcriptomic response of MH-S cells to CaP microrods, RNA-seq analysis was performed after an exposure time of 24 h. The response was contrasted with that induced by SiO_2_ microrods, serving as a reference for microrods composed of an established nanoparticulate framework [28,29,30,31,34]. As the concentration, 0.1 mg/mL was selected for both materials, as it provided the best balance between sufficient particle exposure and acceptable cytotoxicity, according to the results shown in Figure 9. To better contextualize the cellular response, MH-S cells were also polarized toward M1 using LPS/IFN-γ and M2 using IL-4. Non-stimulated cells served as basal controls (M0). While RNA-seq data were generated from bulk MH-S populations after microrod exposure, they reflect the average transcriptomic response. These population-level signatures provide a mechanistic indication of pathways that are engaged during AM processing of microrods.

Principal component analysis (PCA) (Figure 10a) of the gene expression profiles revealed a distinct separation of M1- and M2-polarized macrophages and the M0 control, confirming that most of the variance is driven by polarization. In contrast, macrophages exposed to both microrod types clustered closely with the M0 samples, indicating that none of the microrod formulations induced broad transcriptomic changes towards classically or alternatively activated phenotypes. 

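In a principal component analysis of log2 CPM over the 500 most variable genes of the 15 libraries, PC1 held 44.2% of the variance, PC2 24.1% and PC3 11.2%. The M1 libraries had PC1 scores from 49.5 to 55.5, whereas the highest score of any other library was 0.48. The lowest PC2 scores were those of M2 replicate 2 (-43.9), M0 replicate 3 (-42.7) and SiO_2_ replicate 2 (-21.7), so PC2 parted replicates within groups. The M2 libraries were apart from all others on PC3, with scores from 21.9 to 26.6 against at most 2.55 in the other groups. The share of PC1 moved most when 1 library was left out, from 35.7% without M1 replicate 3 to 50.5% without M2 replicate 2.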

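Over the same 500 genes, the distance of the group mean from the M0 mean was 67.1 log2 units for M1, 35.6 for M2, 27.2 for CaP and 20.4 for SiO_2_. The spread between replicates alone would put 2 group means 25.2 units apart. Over these 500 genes the distances of both microrod groups were thus about the size of the replicate error, and that of M2 was larger. Over all genes past the filter, the error was 62.3 units, against 76.7 for M2, 73.7 for CaP and 55.4 for SiO_2_. There, CaP was nearly as far from M0 as M2 was. Over the 500 genes and with 1 M1 or M2 library left out, the CaP distance was above the error of that fit and the SiO_2_ distance below it. Without 1 M0, CaP or SiO_2_ library, the error was still computed for 3 libraries against 3, which is too small for a group of 2. Those fits therefore do not place the distances against the error, although the SiO_2_ distance rose to 27.3 units without M0 replicate 1. The M1 distance was the largest under every alternative run. As a measure of polarization, the 100 genes with the smallest p-values among those higher in M1 than in M2 (M1-high), and likewise 100 M2-high genes, were taken from the comparison of M1 with M2. The filter, scaling and spread behind those p-values came from all 15 libraries, so the choice was not independent of the M0, CaP and SiO_2_ libraries. The M1-high genes had a median log2 fold change over M0 of 3.79 in M1, 0.17 in CaP and 0.29 in SiO_2_ cells. In M0, 24 of them were at or under the floor of 3 counts, and with these at their bounds the medians were 3.54, 0.11 and 0.12. The small rise in microrod-exposed cells was past the threshold of limma's camera test with a preset correlation of 0.01 for CaP (adjusted p = 9.27e-04, higher in 68 of 100 genes) and SiO_2_ (adjusted p = 2.19e-05, higher in 70). Both calls held under fry, and with an estimated correlation only that of SiO_2_ did (adjusted p = 0.0439). The M2-high genes had a median of 1.42 in M2, -0.20 in CaP (adjusted p = 0.00174 from camera, lower in 61 of 100) and -0.07 in SiO_2_ cells (adjusted p = 0.0105, lower in 61), and neither call held under fry or an estimated correlation. The call for SiO_2_ was also lost without M0 replicate 2 (adjusted p = 0.0731 from camera) and without M0 replicate 3 (0.254). The M1-high genes did not differ detectably between the rods (adjusted p = 0.864 from camera).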

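Among the M1 markers of Figure 10b,c, *Il1b* had 411 ± 46.9 CPM (SD, n = 3) in M1 against 1.07 ± 0.231 in M0, a log2 fold change of 8.69 (standard error 0.51, adjusted p = 8.97e-08 from edgeR). *Il6* had 51.4 ± 5.12 CPM in M1 and *Nos2* 6.20 ± 2.17, at least 145-fold and 17.5-fold above M0, where both were at or under the floor of 3 counts in all 3 libraries. Of the M2 markers, *Arg1* had 1550 ± 171 CPM in M2 and 11.0 ± 3.29 in M0 (log2 fold change 7.16, standard error 0.29, adjusted p = 6.91e-09), *Clec10a* rose by a log2 fold change of 3.65 (standard error 0.15) and *Ccl24* by 4.83 (standard error 0.26). *Arg1* also rose in M1 (log2 fold change 1.00, adjusted p = 0.0113 from edgeR, and not a DEG without M0 replicate 1 or 2, at 0.0589 and 0.0525). *Cish*, *Mgl2* and *Socs1* rose most in M2 by the rule for named genes, the last with 12.5 to 139 CPM between its replicates, and *Hp*, *Saa3* and *Ptafr* fell most. By the same rule *Il1a*, *Wfdc21* and *Urah* were named for M1, at least 100-fold, 70.2-fold and 48.8-fold above M0, where none had a count, so that their rank among the genes that rose is not determined. *Cd209a*, *Gm27168* and the gene ENSMUSG00000120319, which the names used here do not cover, fell most in M1. In the 9 libraries without polarized cells, 4 of the 6 Figure 10 markers could be tested. With CaP or SiO_2_ microrods 0 were DEGs of edgeR against M0, with 2 and 1 of them at an unadjusted p below 0.05. DESeq2 called 1 with CaP and 0 with SiO_2_. *Il1b* was 1.05 ± 0.309 CPM with CaP and 1.93 ± 1.30 with SiO_2_ microrods, within the spread between replicates of M0 for CaP, and *Arg1* was 5.15 ± 0.566 CPM with CaP (log2 fold change against M0 -1.07, adjusted p = 0.126 from edgeR and 0.0286 from DESeq2).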

The selective upregulation of established markers for M1 (*Il1b*, *Il6*, *Nos2*) and M2 (*Ccl24*, *Clec10a*, *Arg1*) [102], together with the minimal transcriptomic changes in microrod-exposed cells compared to the basal control, supports this observation (Figure 10b,c). The Venn diagrams illustrated in Figure 10d show that CaP microrod exposure generally resulted in a higher number of differentially expressed genes (DEGs) compared with M0 than the SiO_2_ counterpart, suggesting a broader transcriptomic adjustment to CaP microrods. However, the comparatively small number of identified DEGs for both rod types in comparison to M1 and M2 phenotypes (CaP/SiO_2_ vs. M1/M2) indicates that these transcriptomic changes do not reflect broad macrophage activation but rather small and selective cellular adaptation.

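In the model of all 15 libraries, 109 genes were DEGs between CaP and M0 (71 higher and 38 lower with CaP) and 44 between SiO_2_ and M0 (37 higher and 7 lower). Of these, 35 were shared, 74 were DEGs only with CaP and 9 only with SiO_2_. At an unadjusted p below 0.05 there were 2625 and 1361 genes. With DESeq2, 419 genes were DEGs with CaP (190 higher and 229 lower) and 121 with SiO_2_ (80 higher and 41 lower), and 100 were shared. The counts moved most with the libraries in the model, to 7 and 1 DEGs when only the 6 compared libraries were fitted, and without a filter on low counts they were 968 and 205. Leaving out M0 replicate 1 gave 30 and 8 DEGs and 6 shared, the lowest numbers of the fits without 1 library, and leaving out M0 replicate 2 gave 183 (81 higher and 102 lower) and 28 (18 higher and 10 lower). CaP had more DEGs than SiO_2_ in all 19 settings that both comparisons share. The numbers of DEGs were compared without a test of their difference.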

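Against M1, 2108 genes were DEGs with CaP (590 higher and 1518 lower) and 1741 with SiO_2_ microrods (464 higher and 1277 lower), and 1514 were shared. Against M2, the numbers were 742 for CaP (410 higher and 332 lower), 608 for SiO_2_ (348 higher and 260 lower) and 525 shared. These splits depended on the filter and on M2 replicate 3. Without a filter on low counts, 1958 genes were higher and 1924 lower with CaP than in M1, against 700 and 1633 with SiO_2_, and relative to M2 435 were higher and 511 lower with CaP and 332 and 406 with SiO_2_. Without M2 replicate 3, 196 were higher and 309 lower with CaP than in M2, and 154 and 230 with SiO_2_. For comparison, 2342 genes were DEGs between M1 and M0 (1615 higher in M1) and 687 between M2 and M0 (333 higher in M2, but 764 of 1141 without a filter and 253 of 366 without M2 replicate 3). The count for M2 against M0 ranged from 316 without M0 replicate 1 to 1361 without M2 replicate 2, and that for M1 against M0 was 1511 without M1 replicate 3. Without CaP replicate 3, 1350 genes were DEGs between CaP and M1, and without SiO_2_ replicate 3 the numbers were 1114 between SiO_2_ and M1 and 374 between SiO_2_ and M2. The number shared against M2 was 344 without M2 replicate 3. From the comparatively small number of DEGs for both rod types in comparison to the M1 and M2 phenotypes, the paper reasons that the changes do not reflect broad macrophage activation.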

Given that the M1- and M2-polarized phenotypes primarily served to validate the polarization protocol and to demonstrate that microrod exposure does not induce classical or alternative macrophage activation programs, subsequent computational analyses were restricted to the microrod-treated samples. By excluding strong variance contributed by the polarized reference groups, this recalculated analysis increased the sensitivity and allowed more focused detection of formulation-specific effects. As a consequence, the number of DEGs found in the M0 vs. CaP microrod comparison increased to 543 and that in the M0 vs. SiO_2_ microrod comparison to 99. 

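In the 9 M0, CaP and SiO_2_ libraries alone, edgeR's quasi-likelihood test gave 68 DEGs between CaP and M0 (48 higher and 20 lower with CaP), 10 between SiO_2_ and M0 (9 higher and 1 lower) and 4 between CaP and SiO_2_ (3 higher and 1 lower with CaP). DESeq2 on the same counts gave 590 (283 higher and 307 lower), 124 (86 higher and 38 lower) and 15, and these included all 68, all 10 and all 4 of the former. At an unadjusted p below 0.05, edgeR gave 2985, 1540 and 310 genes. The number for CaP depended on single libraries, with 743 DEGs without CaP replicate 1, 342 without M0 replicate 2 (123 higher and 219 lower), 21 without CaP replicate 3 and 13 without M0 replicate 1, and for SiO_2_ it was 5 without M0 replicate 3 and 0 without M0 replicate 1, where 839 genes had an unadjusted p below 0.05. On simulated counts with 200 changed genes, edgeR recovered 54% of them and DESeq2 68%. Of the calls, 6.90% of edgeR's and 22.3% of DESeq2's were unchanged genes. These shares come from a single draw of independent genes, with edgeR's dispersions and only genes past edgeR's filter. The real DESeq2 run had no such filter, so the shares are not error rates of either test on the real counts.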

Gene Ontology (GO) enrichment for the DEGs in the M0 vs. CaP microrod and M0 vs. SiO_2_ microrod comparison (Figure S11) revealed enrichment of immune-related terms such as response to lipopolysaccharide for CaP microrod-exposed cells (Figure S11a) and negative regulation of immune system process for SiO_2_ microrod-exposed cells (Figure S11b). 

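Of the genes the paper draws from Figure 11a,b, *Ccl3* and *Ccl7* were DEGs of edgeR between CaP and M0. *Ccl3* had 304 ± 31.4 CPM (SD, n = 3) with CaP and 106 ± 9.06 in M0, a log2 fold change of 1.52 (standard error 0.14, adjusted p = 0.00278), and stayed a DEG with each library left out. *Ccl7* had 31.4 ± 8.33 and 8.22 ± 2.18 CPM, a log2 fold change of 1.96 (standard error 0.26, adjusted p = 0.0165), and was not a DEG without M0 replicate 1 (0.114) or CaP replicate 2 (0.0620). *Ccl2* had 343 ± 63.3 and 203 ± 27.6 CPM (log2 fold change 0.75, adjusted p = 0.118 from edgeR and 0.0378 from DESeq2), and *Tnf* 52.9 ± 7.49 and 27.1 ± 8.50 CPM (log2 fold change 0.97, adjusted p = 0.123 from edgeR and 0.0253 from DESeq2). *Tnf* was a DEG without M0 replicate 2 (adjusted p = 0.0443 from edgeR), and *Ccl2* in 0 of the 6 fits without 1 library, with adjusted p-values from 0.0837 to 0.357. For both, the CaP and the M0 libraries did not overlap, which in either direction chance gives in 10% of genes. With SiO_2_ microrods the log2 fold changes over M0 were 0.48 for *Ccl3*, 0.71 for *Ccl7*, 0.29 for *Ccl2* and 0.43 for *Tnf*, and the smallest adjusted p was 0.359 from edgeR.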

The expression patterns of DEGs associated with the GO terms immune response and inflammatory response (Figure 11a,b) revealed increased expression of several proinflammatory chemokines (e.g., *Ccl2*, *Ccl3*, *Ccl7*) as well as the cytokine gene *Tnf* in the CaP microrod-exposed cells. This indicates that the CaP microrods induced a modestly more pronounced proinflammatory transcriptomic signature in the cells than the SiO_2_ microrods. 

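Of the 18 genes of Figure 11a, 16 could be matched and tested in the 9 libraries, and 7 were DEGs between CaP and M0 over all genes tested, 6 higher and 1 lower with CaP. The higher ones were *Lat*, *Il1rn*, *Ccl7*, *Ccl4*, *Cst7* and *Ccl3*, and *Ccr2* was lower. Adjusted over the list alone, all 16 passed, but the study chose the list on these samples, so that count is not independent evidence. With SiO_2_ microrods 0 of the 16 were DEGs of edgeR against M0, and 3 were DEGs of DESeq2. With edgeR, 12 had an unadjusted p below 0.05 and 11 passed when adjusted over the list alone. Of the 30 genes of Figure 11b that could be tested, 9 were DEGs of edgeR with CaP (6 higher, 3 lower) and 1, *Aif1*, with SiO_2_. Adjusted over the list alone, 30 and 21 passed, and DESeq2 called 27 and 8. *Lilrb4a* is one of the 9 and is uncertain, since the counting could split its reads with a close paralog. Between CaP and SiO_2_, 12 of the 16 genes of Figure 11a and 18 of the 30 of Figure 11b were higher with CaP. With edgeR 0 of either list were DEGs, and DESeq2 called 3 and 2. With edgeR, 6 and 7 had an unadjusted p below 0.05, and 5 and 4 passed when adjusted over the list alone. Both lists were chosen as DEGs between CaP and M0 on the same CaP libraries, so these counts are not independent evidence either. *Ccl3* was 1.04 higher on the log2 scale with CaP than with SiO_2_ (standard error 0.14, adjusted p = 0.0785 from edgeR and 1.10e-06 from DESeq2). Of a list of 22 genes raised by LPS through NF-κB, fixed before the data were examined, 15 could be tested, and the list was higher with CaP than with SiO_2_ (median log2 fold change 0.37, 13 of 15 genes higher, adjusted p = 3.29e-04 from limma's camera test over 21 tests), a call that did not hold under fry (0.0694) or an estimated correlation (0.0788). From the expression patterns of Figure 11a,b, the paper reasons that CaP microrods induced a modestly more pronounced proinflammatory signature than SiO_2_ microrods.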

At the pathway level, upregulation of chemokines such as Ccl2 and Ccl7 suggests a moderate chemokine-associated inflammatory response and may be compatible with a leukocyte recruitment program [103]. Moreover, DEGs related to the GO term response to oxidative stress were also investigated (Figure 11c). The patterns indicate that the oxidative stress response of the cells towards both materials was broadly similar and overall modest, with *Rcan1* representing the most pronounced upregulated gene in CaP microrod-exposed samples. This indicates an overall mild and comparable stress response to both rod types. 

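All 7 genes of Figure 11c could be tested, and 4 were higher and 3 lower than in M0 with each of the rod types. With CaP, *Rcan1* and *Ero1l* (the name used here for *Ero1a*) were DEGs, the latter with 406 ± 68.6 CPM (SD, n = 3) against 175 ± 22.0 in M0 (log2 fold change 1.21, standard error 0.17, adjusted p = 0.0174 from edgeR), and *Ero1l* was a DEG in 2 of the 6 fits without 1 library, with the largest adjusted p of 0.111 without M0 replicate 1. With SiO_2_, 0 of the 7 were DEGs of edgeR and 1 of DESeq2. From edgeR, 6 had an unadjusted p below 0.05, and the largest absolute log2 fold change was 1.06. *Hmox1* had 183 ± 25.9 CPM with CaP, 147 ± 5.80 with SiO_2_ and 82.9 ± 28.2 in M0, log2 fold changes of 1.15 (adjusted p = 0.0842 from edgeR and 0.00338 from DESeq2) and 0.83 (adjusted p = 0.358 from edgeR), and with CaP it was a DEG without M0 replicate 2 (0.0328) or CaP replicate 1 (0.0419). Between CaP and SiO_2_, *Rcan1* was the only DEG of the 7. A list of 18 tested NRF2-responsive genes, fixed before the data were examined, had median log2 fold changes over M0 of 0.22 with CaP (adjusted p = 0.0480 from limma's camera test) and 0.24 with SiO_2_ (adjusted p = 0.00618), and 0.984 was the adjusted p between the rods. Neither call held under fry or an estimated correlation, and both were lost without M0 replicate 1 (adjusted p = 0.270 and 0.0657 from camera, with a median of 0.09 for CaP). The call for CaP was also lost without CaP replicate 1 (0.0621), CaP replicate 2 (0.152) or any of the 3 SiO_2_ libraries (0.0529 to 0.0692), with the replicate block (0.0614) and with DESeq2's size factors (0.0507).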

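All 7 genes of Figure 11d could be tested in the 9 libraries without polarized cells. With CaP, 5 were higher and 2 lower than in M0, and *Rcan1*, *Lat*, *Ccl3* and *Ccr2* were DEGs of edgeR. *Lat* had 6.63 ± 1.00 CPM (SD, n = 3) with CaP and 1.14 ± 0.531 in M0 (log2 fold change 2.71, standard error 0.38, adjusted p = 0.0189), and *Ccr2* 3.63 ± 1.62 and 15.2 ± 2.95 CPM (log2 fold change -2.14, standard error 0.32, adjusted p = 0.0274). They were DEGs in 2 and 3 of the 6 fits without 1 library, with the largest adjusted p of 0.114 for *Lat* without M0 replicate 1 and 0.173 for *Ccr2* without CaP replicate 3. With SiO_2_, 5 were higher and 2 lower, and 0 were DEGs of edgeR and 3 of DESeq2. At an unadjusted p below 0.05 from edgeR there were 6. Beyond the figure, a list of calcineurin/NFAT-responsive genes was fixed before the data were examined, and 13 of its 19 genes could be tested. Its median log2 fold change over M0 was 1.00 with CaP (10 of 13 higher, adjusted p = 7.91e-06 from limma's camera test) and 0.47 with SiO_2_ (9 of 13 higher, adjusted p = 0.0205), and it was higher with CaP than with SiO_2_ (median 0.54, 11 of 13 higher, adjusted p = 9.34e-10). Under fry the calls for CaP against M0 (0.00982) and against SiO_2_ (0.0365) held, and none did with an estimated correlation. The call for SiO_2_ was lost without M0 replicate 1 (adjusted p = 0.102 from camera, median 0.28), without SiO_2_ replicate 2 (0.153) and with at least 10 counts in every library, where 10 genes could be tested (0.402, median 0.27). *Ctsk*, a member that was under the floor in M0 and is at least 2.54-fold higher with CaP, does not change the medians when set to its bound.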

The expression patterns of DEGs that are included in the GO term calcium-mediated signaling (Figure 11d) indicate that the CaP microrods modulate Ca^2+^-linked signaling pathways, which may be consistent with increased Ca^2+^ availability during intracellular processing and partial dissolution of the CaP matrix. Notably, the magnitude of all changes across the investigated GO terms relative to the M0 control sample was modest overall. Most genes show only moderate deviations, supporting a generally well-tolerated exposure profile at the transcriptome level. 

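The 68 DEGs between CaP and M0 had a median absolute log2 fold change of 1.83, with 2 genes below 1, 42 between 1 and 2 and 24 above 2. The 10 DEGs with SiO_2_ had a median of 1.74, and 4 were above 2. DESeq2's 590 DEGs for CaP had a median of 1.13, with 222 below 1 and 50 above 2. These sizes depend on which genes can pass. In the simulated counts, edgeR recovered 87% of genes with an absolute log2 change of 2 and 21% of those with 1. DESeq2 recovered 96% and 40%. The sizes of DEGs therefore do not give the sizes of all changes. Of the genes tested in Figure 11a-d, 10 of 16, 20 of 30, 4 of 7 and 6 of 7 had an absolute log2 fold change over M0 above 1 with CaP, and 5, 11, 1 and 4 with SiO_2_, where the largest was 2.15.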

Taken together, the cellular response showed minimal macrophage activation, reflecting small-scale adaptations to both materials.

To further identify individual transcriptomic responses, the most significantly regulated DEGs in each contrast were visualized using volcano plots (Figure 12). In the CaP vs. M0 comparison (Figure 12a), *Rcan1* and *Atp6v0d2* were among the most strongly regulated transcripts. 

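In the 9 libraries, the DEGs with the largest log2 fold changes between CaP and M0, by the rule for named genes, were *Serpinb1a* (4.70, standard error 0.28, adjusted p = 3.02e-04 from edgeR), *Atp6v0d2* (4.29, standard error 0.29, adjusted p = 6.06e-04), *Rcan1* (3.61, standard error 0.35, adjusted p = 0.00310), *Csf1* and *Lat*. The reads of *Serpinb1a* can be shared with its paralogs *Serpinb1b* and *Serpinb1c*, which held 29.3% of its counts in the CaP libraries. By the rule for named genes *C1qb* (-2.60), *Ccr2*, *C5ar2* (-1.90), *Tgfbi* (-1.83) and *Aif1* (-1.75) fell most. *C1qa* and *C1qc*, chosen outside this rule after their values were seen, fell together with *C1qb*. Of these, *C1qa* fell more than *C1qb*, and *C1qc* fell more than *Ccr2*. *Atp6v0d2* and *Rcan1* were DEGs in all 6 fits without 1 library, with log2 fold changes from 3.88 to 4.64 and from 3.37 to 3.89, and *C5ar2* in 2, *Tgfbi* in 3 and *Aif1* in 2. *Csf1* was not a DEG without M0 replicate 1 (adjusted p = 0.107 from edgeR). Of the 20 genes labelled in Figure 12a, 19 could be matched, and all 19 were DEGs of both edgeR and DESeq2.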

Rcan1 is a feedback inhibitor of the calcium-activated protein phosphatase calcineurin and has been reported to be upregulated by increases in cytosolic Ca^2+^ concentrations. This may suggest the involvement of the calcineurin/NFAT pathway [104,105]. Accordingly, the high upregulation of *Rcan1* may reflect altered intracellular Ca^2+^-linked signaling during CaP microrod processing compared with SiO_2_ microrods (Figure 12a–c). 

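*Rcan1* had 63.0 ± 25.1 CPM (SD, n = 3) with CaP, 8.66 ± 1.49 with SiO_2_ and 5.15 ± 1.02 in M0. Between CaP and SiO_2_ its log2 fold change was 2.87 (standard error 0.33, adjusted p = 0.0388 from edgeR and 3.02e-13 from DESeq2). It was a DEG only in the fit without CaP replicate 1 of the 6 fits without 1 library, with adjusted p-values from 0.00275 to 0.367 from edgeR and log2 fold changes from 2.63 to 3.16. CaP replicate 1 was lower than the other CaP libraries, with 34.2 CPM against 73.8 and 80.9, and was still above every SiO_2_ library. Between SiO_2_ and M0 the log2 fold change was 0.74 (standard error 0.34, adjusted p = 0.545 from edgeR).

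**Figure D1:**
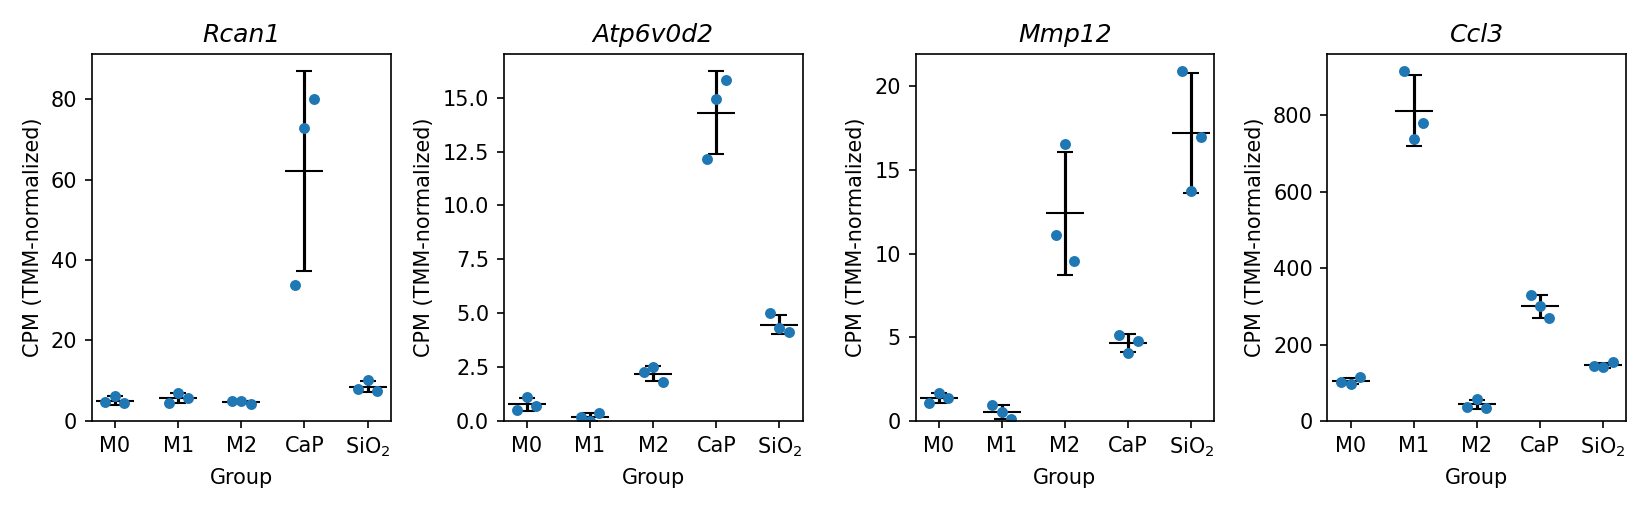
TMM-normalized CPM of *Rcan1*, *Atp6v0d2*, *Mmp12* and *Ccl3* in the 15 libraries, on axes that start at 0. Points are libraries, horizontal lines the mean of 3 libraries and error bars the SD. *Rcan1* was 33.8 to 79.9 CPM in the CaP libraries and at most 10.2 in every other group, and *Mmp12* was 13.8 to 20.9 CPM with SiO_2_ and 4.08 to 5.15 with CaP, and 9.56 to 16.6 in M2.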

Release of Ca^2+^ ions during partial dissolution of the CaP matrix could potentially increase cytosolic Ca^2+^ ion concentrations and thereby contribute to induction of *Rcan1*. This is supported by ICP-MS-based quantification of released calcium from CaP microrods in PLSF, which demonstrated rapid calcium release under acidic, ion-rich conditions resembling the phagolysosome (Figure S12).

*Atp6v0d2* encodes the d2 subunit of the vacuolar ATPase (V-ATPase) and is involved in phagolysosomal acidification [106]. 

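*Atp6v0d2* had 14.5 ± 1.93 CPM (SD, n = 3) with CaP, 4.53 ± 0.462 with SiO_2_ and 0.786 ± 0.301 in M0. Between SiO_2_ and M0 the log2 fold change was 2.62 (standard error 0.31, adjusted p = 0.0250 from edgeR), and the gene was a DEG in 0 of the 6 fits without 1 library, with adjusted p-values from 0.0637 to 0.239. Between CaP and SiO_2_ it was 1.67 (standard error 0.23, adjusted p = 0.0946 from edgeR and 1.34e-06 from DESeq2), and every CaP library was above every SiO_2_ library.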

Although *Atp6v0d2* is also upregulated in SiO_2_ microrod-exposed cells (Figure 12b), the direct CaP vs. SiO_2_ contrast (Figure 12c) indicates a more pronounced induction by CaP microrod exposure. This difference could also relate to the potential dissolution of CaP, which may increase the intraphagolysosomal buffering capacity through the release of phosphate ions. As a result, the phagolysosomal acidification dynamics could differ between both formulations, which in turn may increase V-ATPase-related gene expression. In contrast, in SiO_2_ microrod-exposed cells, *Mmp12* emerged as an important upregulated gene. 

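The other subunits of the V-ATPase were tested as a list fixed before the data were examined, of which 18 of 23 genes could be tested. Their median log2 fold change over M0 was 0.24 with CaP (16 of 18 higher, adjusted p = 0.00354 from limma's camera test) and 0.38 with SiO_2_ (17 of 18 higher, adjusted p = 3.05e-05). Only the latter held under fry (adjusted p = 0.0365), and neither held with an estimated correlation. Without M0 replicate 1 the adjusted p for CaP was 0.0657 and the median for SiO_2_ 0.23, and without CaP replicate 1 the median for CaP was 0.46. Between CaP and SiO_2_ the median was -0.01 (8 of 18 higher, adjusted p = 0.370). As single genes, 0 of the 18 were DEGs of edgeR against M0 for either rod. At an unadjusted p below 0.05 there were 5 with CaP and 6 with SiO_2_. DESeq2 called 1 with CaP and 0 with SiO_2_. A list of 29 lysosomal genes had medians of 0.34 with CaP (26 of 29 higher, adjusted p = 2.88e-04) and 0.36 with SiO_2_ (28 of 29 higher, adjusted p = 6.44e-07) and did not differ detectably between the rods (adjusted p = 0.454), but was lower with CaP without CaP replicate 3 (0.0227). Neither call of this list against M0 held under fry (adjusted p = 0.116 for CaP and 0.100 for SiO_2_) or with an estimated correlation (0.352 and 0.296). Without M0 replicate 1, its median with CaP was 0.19 (adjusted p = 0.0617). These directions were the same with DESeq2's size factors.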

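*Mmp12* had 17.4 ± 3.61 CPM (SD, n = 3) with SiO_2_ and 1.40 ± 0.323 in M0, a log2 fold change of 3.71 (standard error 0.27, adjusted p = 0.00231 from edgeR), the largest of the 10 DEGs. It was a DEG in 5 of the 6 fits without 1 library and not without M0 replicate 1, with log2 fold changes from 3.44 to 3.91 and adjusted p-values from 0.00400 to 0.0504. The other DEGs between SiO_2_ and M0 included *Lims2* (2.14), *Gdf15* (1.69), *4930447F24Rik* (1.65), *Rgs1* (1.39) and *Pcp4l1* (1.28), which rose, and *Aif1* (-1.80), which fell. *Lilr4b* (1.41), a name that does not pair with the label *Lilrb4b* of Figure 12 in the names used here, also rose and is uncertain because it is nearly identical to *Lilrb4a*. Among these, *Lims2* was a DEG in 2 of the 6 fits without 1 library, *4930447F24Rik* and *Lilr4b* in 1, and *Gdf15*, *Rgs1*, *Pcp4l1* and *Aif1* in 0. Of the 19 genes labelled in Figure 12b, 18 could be matched, and 7 were DEGs of edgeR and all 18 of DESeq2.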

*Mmp12* encodes matrix metalloproteinase-12 (MMP-12) and is commonly associated with extracellular matrix remodeling. The induction of *Mmp12* following the exposure to amorphous SiO_2_ nanomaterials has also been reported in vivo in rat lung tissue [107]. In general, its overexpression has been implicated in the pathogenesis of several lung diseases including emphysema, COPD and cancer [108]. As a consequence, the upregulation of this gene may damage lung tissue, especially in the context of repeated administration.

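Across the 16621 genes tested in the 9 libraries, the log2 fold changes of CaP and SiO_2_ against M0 had a Pearson r of 0.759 and a Spearman rho of 0.740, and 77.3% of genes had the same sign. Genes are not independent replicates, and both comparisons share the M0 libraries, which alone gives a positive correlation. In 100 simulations, all 9 libraries were drawn from the M0 means, so no group was changed. There r was 0.515 on average and at most 0.539, with the same sign in at most 67.8% of genes. Genes were drawn independently, without differences shared by whole libraries. The values therefore do not bound the r that the real M0 libraries alone would give. Of 100 regroupings of the 9 libraries, 7 gave an r as large as the observed one, up to 0.852. With DESeq2, r was 0.590, rho 0.566 and the share of the same sign 61.5% over 45324 genes, a set that includes genes under the filter and that the simulations did not cover. Over the 16621 genes, an alternative chosen after seeing the data, DESeq2 gave the same r to 3 digits and the same sign in 77.8%. Without SiO_2_ replicate 1, r was 0.650, the lowest of edgeR's fits without 1 library. Each DEG of one rod type against M0 had the same direction with the other rod type, as had 588 of DESeq2's 590 for CaP. Sharing an M0 group alone gives nearly the same, as 50 such simulations of unchanged groups showed. On average, 65.6 of the 68 genes with the smallest p for CaP and 9.72 of the 10 for SiO_2_ did so. The genes that differed between the rods were *Serpinb1a* (log2 fold change 3.61, standard error 0.25, adjusted p = 9.63e-04 from edgeR), *Spink5* (1.64, standard error 0.16, adjusted p = 0.0110), *Rcan1* and *Mmp12*, of which *Spink5* was a DEG in 1 of the 6 fits without 1 library and *Serpinb1a* in all 6, and of the 10 genes labelled in Figure 12c 3 were DEGs of edgeR and all 10 of DESeq2.

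**Figure D2:**
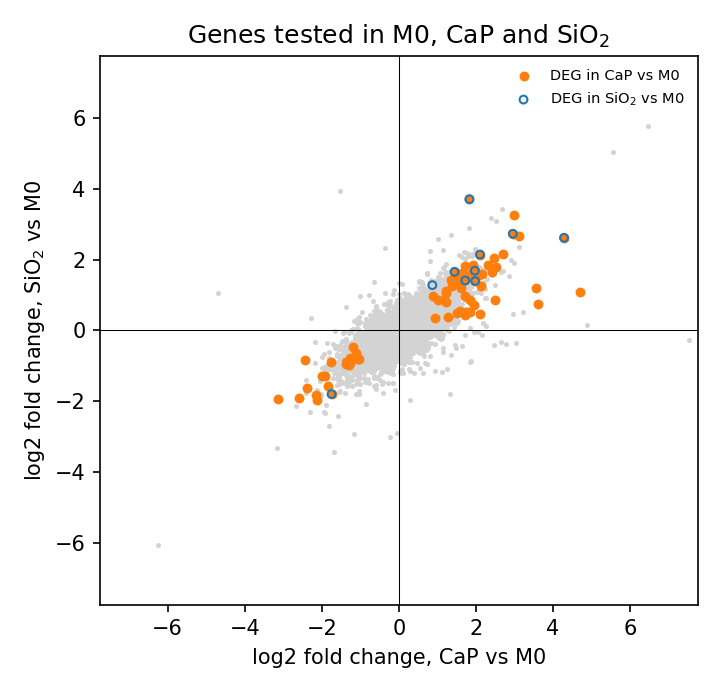
Log2 fold changes against M0 for CaP (horizontal) and SiO_2_ (vertical) microrods from edgeR, with 1 gray point for each of the 16621 genes tested. Filled orange points are the 68 DEGs between CaP and M0 and open blue circles the 10 between SiO_2_ and M0.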

Taken together, the transcriptomic response of the cells towards exposure to both rod types was largely coherent, while a subset of DEGs suggests differences in intracellular material processing. The CaP microrods induced more pronounced Ca^2+^-associated transcriptomic changes and showed a tendency toward a moderate inflammatory response, while SiO_2_ microrods triggered a generally less pronounced transcriptomic response. However, the upregulation of *Mmp12* may be relevant in the context of undesired lung tissue remodeling.

## 4. Conclusions

To address the emerging need for advanced and biocompatible drug delivery systems for pulmonary applications, nanostructured CaP microrods were developed. The particles were fabricated by combining two previously described methods for microrod stabilization, a pre-crosslinking step with Alg/CaCl_2_ and subsequent LbL coating, which can, in principle, enable incorporation of macromolecular payloads. In general, this hybrid assembly method may also be applicable to other non-spherical, weakly charged nanoparticles for which purely electrostatic LbL stabilization is less efficient.

The resulting CaP microrods exhibited aerodynamic properties compatible with deep lung deposition, while their elongated geometry still supports uptake by AMs. Consequently, this platform is well suited for pulmonary delivery of LbL-bound therapeutics to the lung and for macrophage-targeted delivery by exploiting the phagocytic uptake pathway.

CaP microrods are a promising alternative to earlier SiO_2_-based systems, preserving the key advantages of the microrod concept. The new system provides advantageous disintegration properties in acidic environments present in phagolysosomes, a biodegradable nanostructured framework and a significantly reduced acute cytotoxicity profile in MH-S cells. In addition, cells that are exposed to this novel type of microrod showed only a moderate proinflammatory response, lacking typical signatures of classical and alternative activation programs. Furthermore, unlike SiO_2_ microrods, CaP microrods did not induce *Mmp12*, which may be favorable for avoiding undesired lung tissue remodeling. 

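With CaP microrods, *Mmp12* had 4.72 ± 0.551 CPM (SD, n = 3), a log2 fold change over M0 of 1.83 (standard error 0.28, adjusted p = 0.0307 from edgeR and 6.19e-06 from DESeq2), with every CaP library above every M0 library. It was a DEG in 2 of the 6 fits without 1 library, with adjusted p-values from 0.0315 to 0.233 from edgeR. Between CaP and SiO_2_ the log2 fold change was -1.87 (standard error 0.23, adjusted p = 0.0478 from edgeR and 2.91e-08 from DESeq2), and it was a DEG in 0 of 6 such fits, with adjusted p-values from 0.0913 to 0.393.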

Compared with previous proof-of-concept SiO_2_-based systems, the combination of an endogenous and degradable CaP scaffold with biocompatible polymers represents an important step on the way towards clinical translation of the microrod platform.

Taken together, this study establishes CaP microrods as a pulmonary carrier platform and provides key prerequisites for subsequent studies incorporating therapeutic payloads. As a potential drug, oligonucleotides such as pDNA would be attractive cargo, given CaP’s pH sensitivity and the potential for an osmotic contribution to phagolysosomal escape. In addition, the mild proinflammatory response of MH-S cells towards CaP microrod exposure may offer opportunities for application-specific immunomodulation, although this aspect requires dedicated follow-up studies.

## Figures and Tables

**Figure 1:**
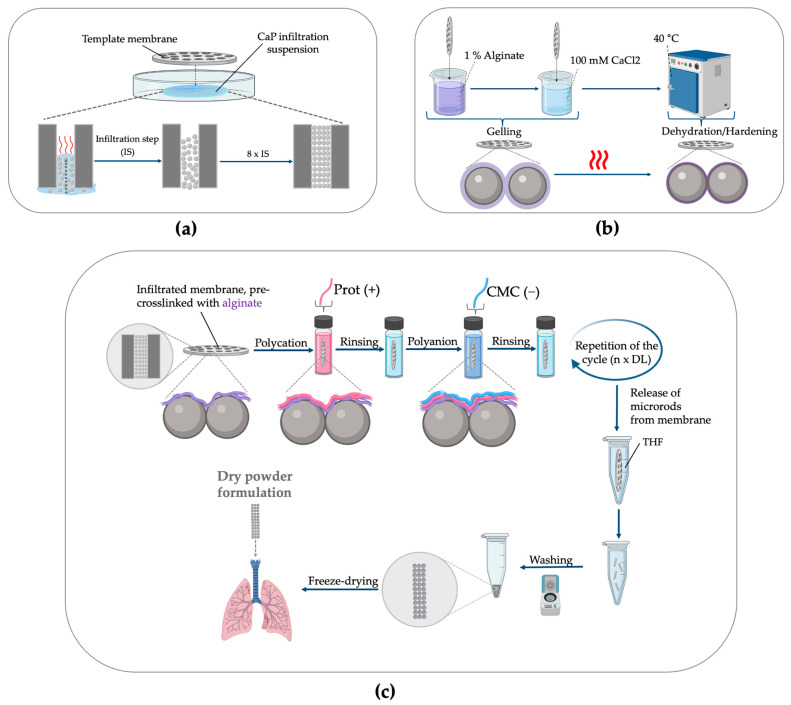
Overview of the microrod fabrication process. (**a**) Infiltration of template membranes with nanosuspension (calcium phosphate (CaP) or silica (SiO_2_) nanoparticles). (**b**) Optional pre-crosslinking of nanoparticles with alginate (Alg). (**c**) Layer-by-Layer crosslinking including the polycation protamine (Prot) and the polyanion carboxymethyl chitosan (CMC) and subsequent rod harvesting. Created in BioRender (Fries, J. (2026), https://BioRender.com/ichnfug, accessed on 20 March 2026).

**Figure 2:**
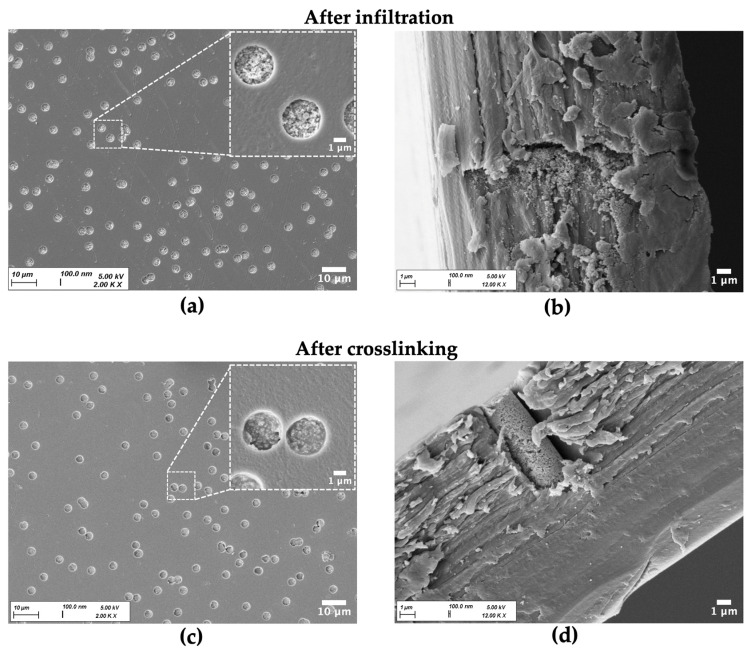
Representative SEM images of template membrane during the fabrication process. (**a**,**b**) After nanosuspension infiltration. (**a**) Top view of membrane with different magnifications showing nanoparticle-loaded pores. (**b**) Pore cross-section illustrating nanoparticle infiltration and absence of structural stabilization. (**c**,**d**) After alginate pre-crosslinking and the first LbL deposition cycle (1 DL). (**c**) Top view of membrane with different magnifications showing formation of the interconnecting polymer network between the nanoparticles. (**d**) Pore cross-section highlighting the stabilized rod-shaped superstructure.

**Figure 3:**
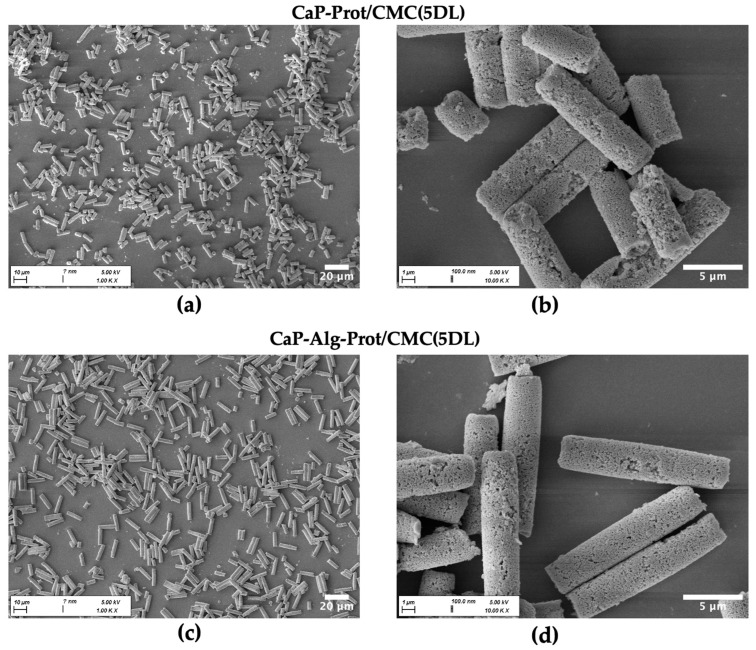
Representative SEM images of CaP microrods with varying magnifications fabricated with and without Alg pre-crosslinking step, followed by five double layers (5 DLs) of Prot/CMC during LbL assembly. (**a**,**b**) Without Alg: higher degree of fragmentation and rougher surface. (**c**,**d**) With Alg: longer microrods with more uniform morphology.

**Figure 4:**
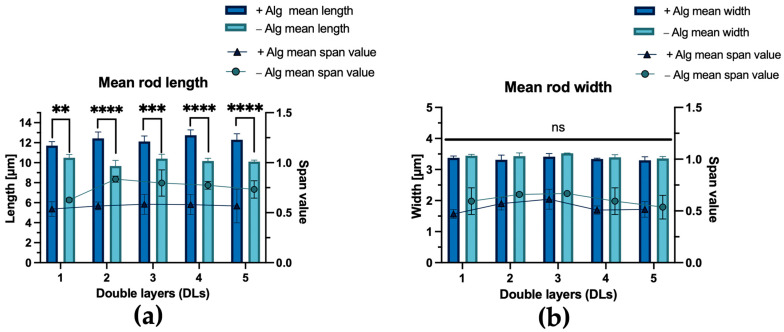
FlowCam^®^ analysis of individual CaP microrods fabricated with (+Alg) and without (−Alg) Alg pre-crosslinking, followed by varying numbers of double layers (DLs) of Prot/CMC. (**a**) Mean length and corresponding mean span value. (**b**) Mean width and corresponding mean span value. Across all tested DL numbers, Alg pre-crosslinking resulted in consistently longer rods and lower corresponding span values, whereas the rod width remained largely unaffected. This indicates a closer agreement of Alg pre-crosslinked rods with the template-defined geometry. Each data point represents the mean ± SD of three independently prepared batches (*N* = 3). Each batch was measured in triplicate (*n* = 3) by FlowCam^®^ (>6000 particles per run were analyzed). (*p* > 0.05 ns, *p* < 0.01 **, *p* < 0.001 ***, *p* < 0.0001 ****).

**Figure 5:**
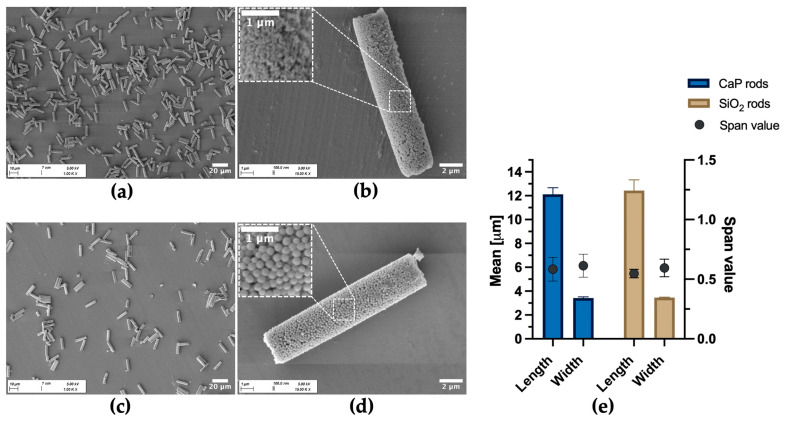
SEM images showing morphological differences between CaP and SiO_2_ microrods and FlowCam^®^ analysis of rod dimensions. (**a**,**b**) CaP microrods at increasing magnifications; (**c**,**d**) SiO_2_ microrods at increasing magnifications; magnified insets highlight differences in nanoparticulate surface, revealing a more uniform nanostructure of the SiO_2_ microrods compared to the CaP microrods. (**e**) Mean length and width, and corresponding span values, determined by FlowCam^®^, indicating consistent dimensions for both microrod types. Each data point represents the mean ± SD of three independently prepared batches (*N* = 3), each measured in triplicate (*n* = 3). In total, >380,000 particles for each type were evaluated. No statistically significant differences were observed for the rod dimensions (*p* > 0.05).

**Figure 6:**
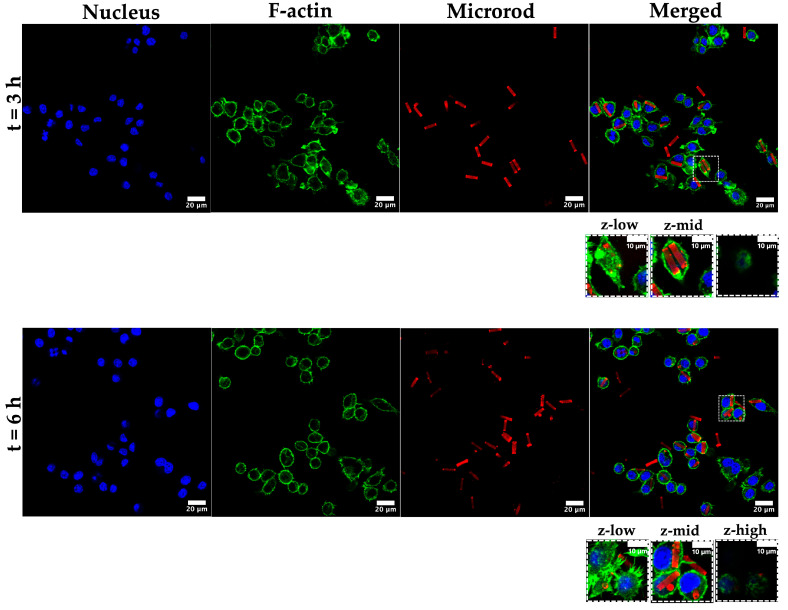
Internalization and interaction of MH-S cells after 3 h and 6 h of incubation time. MH-S cells were incubated with rhodamine-labeled CaP-Alg-Prot/CMC (3DL) for 3 h (top row) and 6 h (bottom row) and imaged by CLSM. Shown are single optical sections (DAPI, blue), F-actin (Phalloidin AF488, green) and microrods (rhodamine, red), as well as merged images. At both timepoints, microrods are successfully internalized by the cells. Image-based evaluation of 8 CLSM images per timepoint revealed that 37.8 ± 7.2% of cells after 3 h and 46.2 ± 14.6% after 6 h were classified as particle-positive (containing at least one internalized microrod or microrod-derived fragment). Boxed sections show different z-planes confirming the localization of the microrods beneath the F-actin-rich cortical region, rather than attached to the cell surface. 3D CLSM reconstructions of the images are shown in Figure S9.

**Figure 7:**
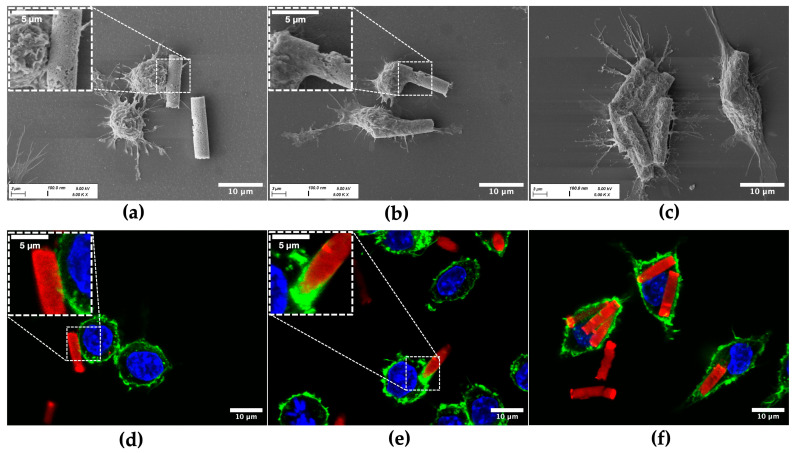
Representative SEM (**a**–**c**) and CLSM (**d**–**f**) images obtained after 3 h of incubation of MH-S alveolar macrophages with CaP microrods, illustrating progressive stages of cell–particle interaction. In CLSM images, nuclei are shown in blue (DAPI), F-actin in green (Phalloidin), and microrods in red (rhodamine). (**a**,**d**) Early contact and particle probing mediated by membrane protrusions; insets provide a magnified view of protrusion–particle contact. (**b**,**e**) Uptake following alignment of the microrods along their shorter axis, consistent with a “tip-first” internalization process; insets highlight F-actin enrichment at rod–cell interface, indicative of phagocytic cup formation. (**c**,**f**) Advanced internalization of microrods.

**Figure 8:**
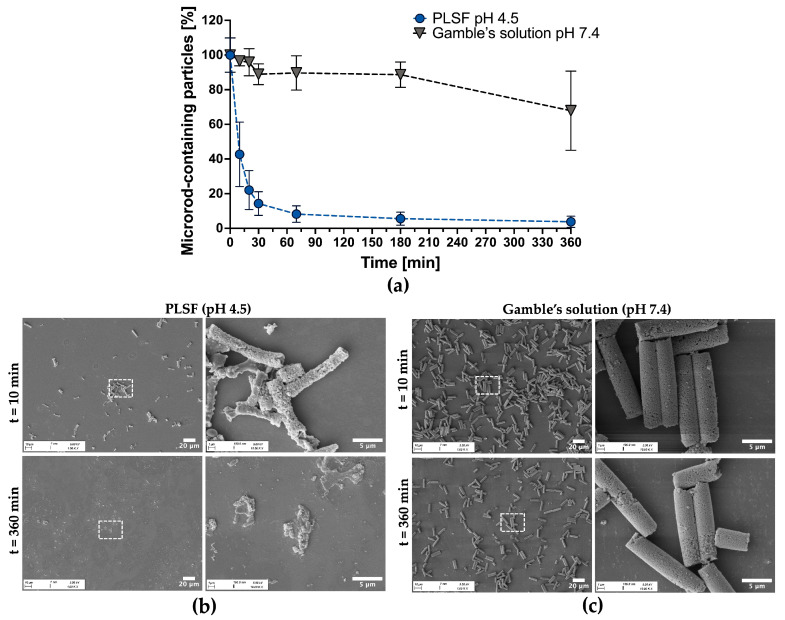
Disintegration of CaP microrods in PLSF (pH 4.5) and Gamble’s solution (pH 7.4). (**a**) Percentage of microrod-containing microparticles relative to the initial timepoint (t = 0), quantified using FlowCam^®^. The t = 0 value was determined from 3 independent batches suspended in water. Data represent mean ± SD of three independent measured batches (*N* = 3). (**b**,**c**) Representative SEM images of remaining microrods after incubation for 10 min and 360 min in PLSF (**b**) and Gamble’s solution (**c**), showing rapid disintegration in acidic conditions and structural integrity at near-neutral pH. Dashed boxes in the overview images indicate the magnified areas displayed to the right.

**Figure 9:**
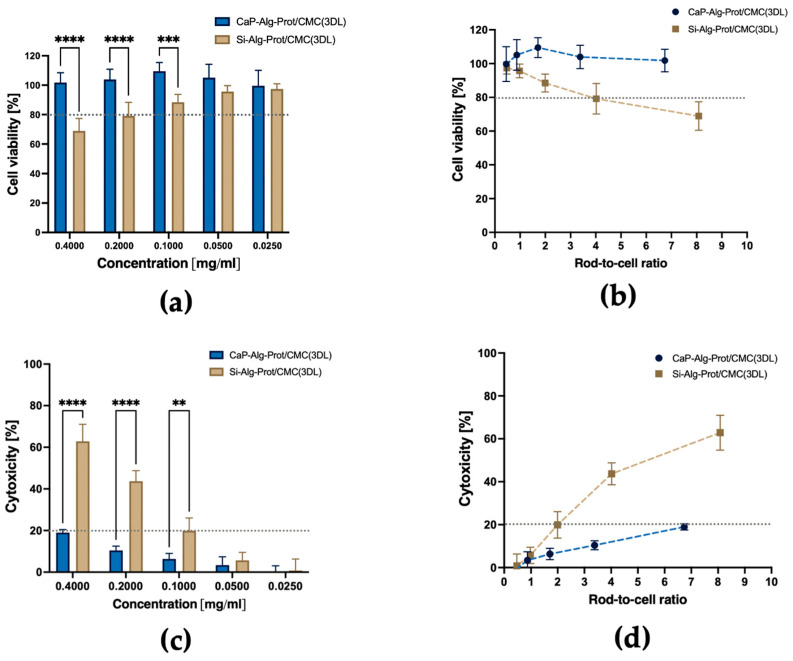
Cytotoxicity and cell viability of MH-S alveolar macrophages after 24 h of exposure time to CaP and SiO_2_ microrods. (**a**) Cell viability assessed by MTT assay at different concentrations [mg/mL]. (**b**) Cell viability expressed as function of calculated rod/cell ratio. (**c**) Cytotoxicity assessed by LDH assay at different concentrations [mg/mL]. (**d**) Cytotoxicity expressed as function of calculated rod/cell ratio. CaP microrods consistently exhibited higher viability and lower cytotoxicity values than SiO_2_ microrods. Each experiment was performed with *n* = 3–6 technical replicates, and data are presented as mean ± SD from *N* ≥ 3 independent experiments. The dotted lines indicate 80% viability and 20% cytotoxicity thresholds for visual reference. (*p* < 0.01 **, *p* < 0.001 ***, *p* < 0.0001 ****) For full statistical analysis refer to Figure S8.

**Figure 10:**
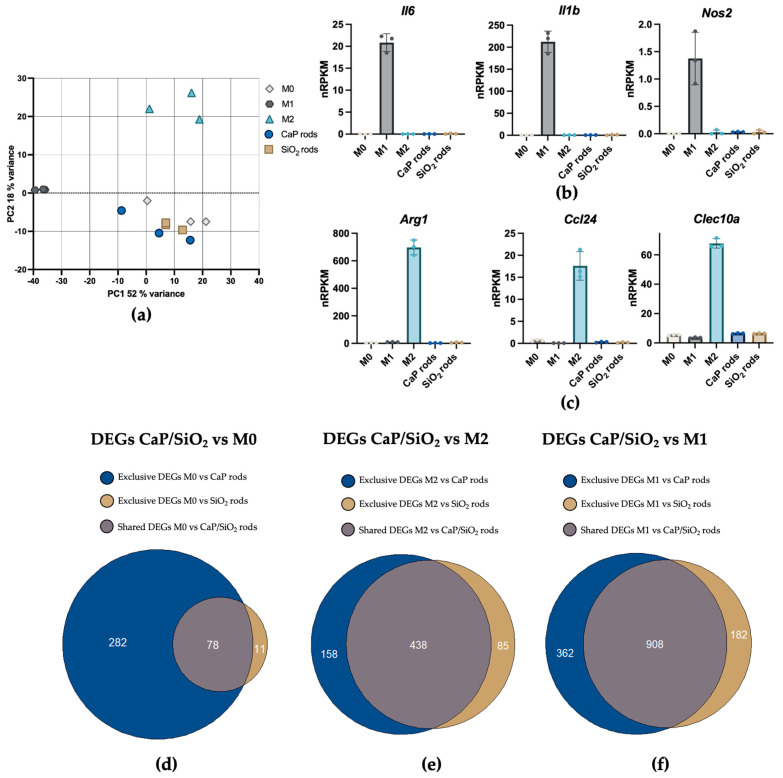
(**a**) Principal component analysis (PCA) of macrophage gene expression profiles after incubation under different conditions: unstimulated (M0), LPS/IFN-γ (M1), IL-4 (M2), CaP microrod exposure and SiO_2_ microrod exposure. PC1 (52%) and PC2 (18%) represent the main sources of transcriptomic variance. Each data point represents one replicate. Both microrod-treated samples cluster near M0, indicating that neither type induces a broad shift towards an M1- or M2-like transcriptomic profile. (**b**) Normalized reads per kilobase million (nRPKs) of representative M1 markers; (**c**) nRPKs of representative M2 markers. (**d**–**f**) Venn diagrams showing overlapping differentially expressed genes (DEGs) of CaP and SiO_2_ microrods compared to M0 (**d**), M1 (**e**) and M2 (**f**). Corresponding heatmaps of DEGs can be found in the Supplementary Materials (Figure S10). Data are based on three independently prepared particle batches (*N* = 3), each tested in a separate well using the same cell passage.

**Figure 11:**
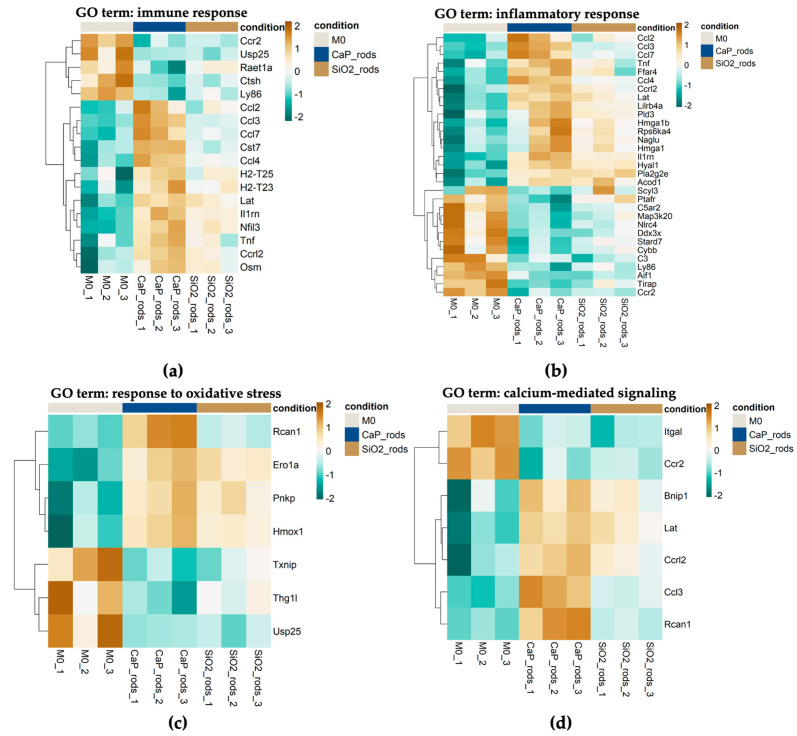
Heatmaps of DEGs in CaP vs. M0 associated with selected Gene Ontology (GO) terms: (**a**) immune response; (**b**) inflammatory response; (**c**) response to oxidative stress; and (**d**) calcium-mediated signaling. Color intensity indicates relative gene expression levels across samples. Overall, compared with exposure to SiO_2_ microrods, exposure to CaP microrods was associated with a more pronounced transcriptomic response across these GO term-related genes. Data are based on three independently prepared particle batches (*N* = 3), each tested in a separate well using the same cell passage.

**Figure 12:**
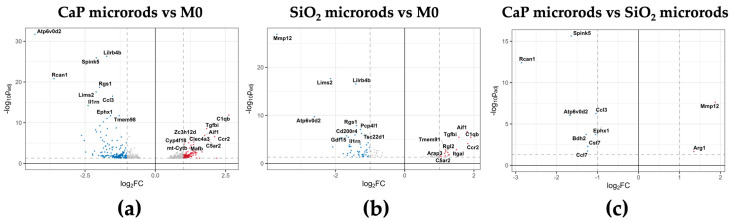
Volcano plots of DEGs: (**a**) CaP vs. M0; (**b**) SiO_2_ vs. M0; and (**c**) CaP vs. SiO_2_. The *x*-axis shows the log_2_ fold change (log_2_FC) and the *y*-axis the −log_10_ adjusted *p*-value (−log_10_p_adj_). Each dot represents a DEG. Only DEGs with an absolute log_2_FC > 1 are highlighted in color. Data are based on three independently prepared particle batches (*N* = 3), each tested in a separate well using the same cell passage.

**Table 1:** Aerodynamic properties (mass median aerodynamic diameter (MMAD), fine particle fraction (FPF), geometric standard deviation (GSD)) and calculated dynamic shape factor χ of CaP microrods (three tested batches). Individual batch values are provided in Table S1.

MMAD [µm]	FPF [%]	GSD	χ (Calculated)
4.76 ± 0.34	51.82 ± 7.77	1.38 ± 0.01	3.11 ± 0.40

**Table 2:** Calculated theoretical aerodynamic diameters ($d_{a}$) of hypothetical CaP microrods and spheres. Dynamic shape factor χ for microrods was adopted from the literature [68]; χ=1 was assumed for spherical particles.

Particle Type	Internal Structure ^1^	Dimensions	$d_{a}$ (Calculated) [µm]	χ (Literature)
CaP microrod	Porous	w = 3.41 µm, l = 12.12 µm	5.74	2.13
CaP microrod	Non-porous	w = 3.41 µm, l = 12.12 µm	7.19	2.13
CaP sphere (d =w)	Porous	d = 3.41 µm	4.83	1
CaP sphere (d =w)	Non-porous	d = 3.41 µm	6.06	1
$\mathrm{CaP}\;\mathrm{sphere}\;(d\;=d_{ve})$	Porous	d= 5.96 µm	8.41	1
$\mathrm{CaP}\;\mathrm{sphere}\;(d\;=d_{ve})$	Non-porous	d= 5.96 µm	10.53	1

^1^ Porosity was considered only in terms of its effect on density; potential drag-reducing effects of the pore structure were not included in the calculation.

## Data Availability

RNA-seq data have been deposited in GEO under accession number GSE317613. All other datasets are contained within the article and Supplementary Materials or are available upon request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/pharmaceutics18040428/s1: Figure S1: Linearity of the microrod quantification method using FlowCam^®^. (a) SiO_2_ microrods (SiO_2_-Alg-Prot/CMC (3DL)). Figure S2: Rietveld refinement of the powder X-ray diffraction data of the CaP nanoparticles. Figure S3: Representative calibration curve demonstrating linearity of the fluorescence measurement for the NGI experiments. Figure S4: Stability of CaP-Alg-Prot/CMC (3DL) microrods under shear stress. Particles were suspended in water and sonicated (37 kHz, 40% amplitude) for 30, 90 and 180 s using an ultrasonic bath. (a) Mean length of the microrods normalized to mean length at 30 s timepoint. (b–d) Length distributions after 30 s (b), 90 s (c) and 210 s (d) of sonication time. Data shown are for three independent batches. Figure S5: Representative length distributions of individual microrods. CaP-Alg-Prot/CMC (5DL) (a,b) and CaP Prot/CMC (5DL) (c,d) determined by SEM (a,c) and high-throughput screening with FlowCam^®^ (b,d). FlowCam^®^ measurements were combined from three independent prepared batches (*N* = 3) (in total, >140,000 particles). SEM measurements were obtained from a single batch (*N* = 1) (220 evaluated microrods). Figure S6: Representative cross-section image analysis of the membranes used, revealing an actual thickness of 14.88 ± 0.14 µm (in total, 3 membranes tested). Table S1: Individual aerodynamic properties (MMAD, FPF, GSD) and calculated dynamic shape factor χ of each tested batch of CaP microrods. Figure S7: Representative images obtained during particle disintegration in PLSF (a) and Gamble’s solution (b) using FlowCam^®^. In PLSF (a), particles disintegrate rapidly, exposing the polymer network. In Gamble’s solution (b), particles remain structurally intact but show a tendency to agglomerate. Figure S8: Full statistical analysis of Figure 9. (a) Cell viability assessed by MTT assay at different concentrations [mg/mL]; (b) cytotoxicity assessed by LDH assay at different concentrations [mg/mL]; (*p* < 0.05 *, *p* < 0.01 **, *p* < 0.001 ***, *p* < 0.0001 ****). Each experiment was performed with *n* = 3–6 technical replicates, and data are presented as mean ± SD from *N* ≥ 3 independent experiments. Figure S9: 3D reconstructions of the CLSM images shown in Figure 6: (a) 3 h incubation and (b) 6 h incubation. Figure S10: DEGs of CaP and SiO_2_ microrods compared with M0 (a,d), M1 (b,e), and M2 (c,f). Data are based on three independently prepared particle batches (*N* = 3), each tested in a separate well using the same cell passage. Figure S11: GO enrichment analysis of (a) CaP microrods vs. M0 and (b) SiO_2_ microrods vs. M0. Figure S12: Calcium and phosphate release from CaP microrods in PLSF (pH 4.5), quantified by ICP-MS. Released amounts of Ca and P were determined after 10 min, 60 min and 360 min and normalized to the initial microrod mass. Values were corrected for the elemental background of the release medium by subtraction of particle-free PLSF blanks. Data are shown as mean ± SD (*N* = 3 independent particle batches).

## Abbreviations

The following abbreviations are used in this manuscript:

AM	Alveolar macrophage
Alg	Alginate
CaP	Calcium phosphate
CLSM	Confocal laser scanning microscopy
CMC	Carboxymethyl chitosan
DEG(s)	Differentially expressed gene(s)
DLs	Double layers
DMSO	Dimethyl sulfoxide
DPBS	Dulbecco’s phosphate-buffered saline
FCS	Fetal calf serum
FPF	Fine particle fraction
GO	Gene Ontology
GSD	Geometric standard deviation
HBSS	Hanks’ balanced salt solution
LbL	Layer-by-Layer
LDH	Lactate dehydrogenase
LPS	Lipopolysaccharide
MH-S	Murine alveolar macrophage cell line MH-S
MMAD	Mass median aerodynamic diameter
MTT	3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide
NGI	Next-Generation Impactor
nRPKMs	Normalized reads per kilobase million
PFA	Paraformaldehyde
PDI	Polydispersity index
PCA	Principal component analysis
PLSF	Phagolysosomal simulant fluid
Prot	Protamine
Prot-Rho	Rhodamine-labeled protamine
PCR	Polymerase chain reaction
PXRD	Powder X-ray diffraction
RNA-seq	RNA sequencing
SEM	Scanning electron microscopy
SiO_2_	Silicon dioxide
THF	Tetrahydrofuran

# Supplementary material for: pH-Responsive Nanostructured Calcium Phosphate Microrods as Pulmonary Delivery Platform: Fabrication, Characterization, and Comparative Assessment of Cytotoxic and Transcriptomic Responses in Alveolar Macrophages
**Source:** Pharmaceutics. 2026 Mar 31;18(4):428. doi: 10.3390/pharmaceutics18040428
**Supplement:** Supplementary file 1

# Supplementary Materials: pH-Responsive Nanostructured Calcium Phosphate Microrods as Pulmonary Delivery Platform: Fabrication, Characterization, and Comparative Assessment of Cytotoxic and Transcriptomic Responses in Alveolar Macrophages

Jannis Fries, Richard Bachmann, Amalia Schechtel, Oliver Janka, Julia Schulze-Hentrich and Marc Schneider

## 1. Supplementary information

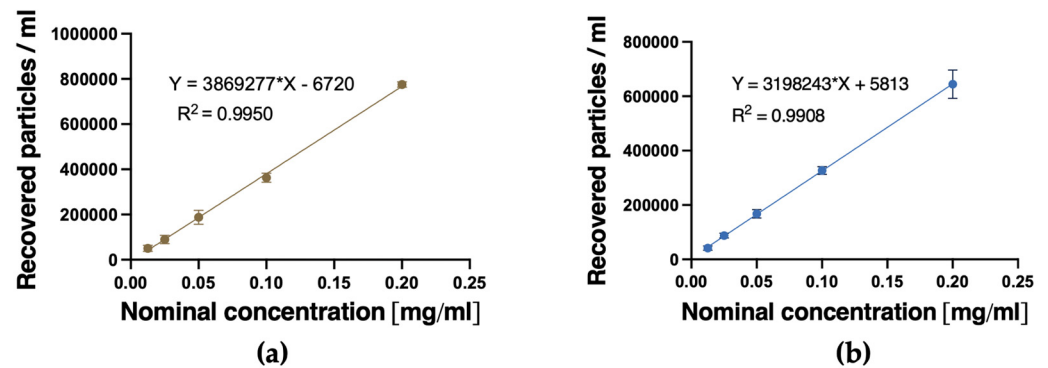

**Figure S1.** Linearity of FlowCam®-based quantification of individual microrods in suspension. (a) SiO<sub>2</sub> microrods (SiO<sub>2</sub>-Alg-Prot/CMC(3DL)); (b) CaP microrods (CaP-Alg-Prot/CMC(3DL)).

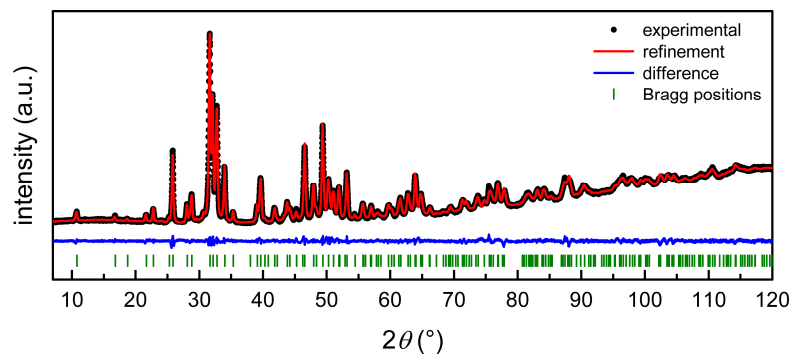

**Figure S2.** Rietveld refinement of the powder X-ray diffraction data of the CaP nanoparticles.

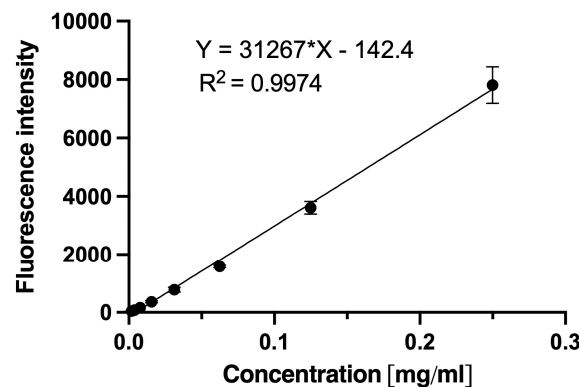

**Figure S3.** Representative calibration curve demonstrating linearity of the fluorescence measurement for the NGI experiments.

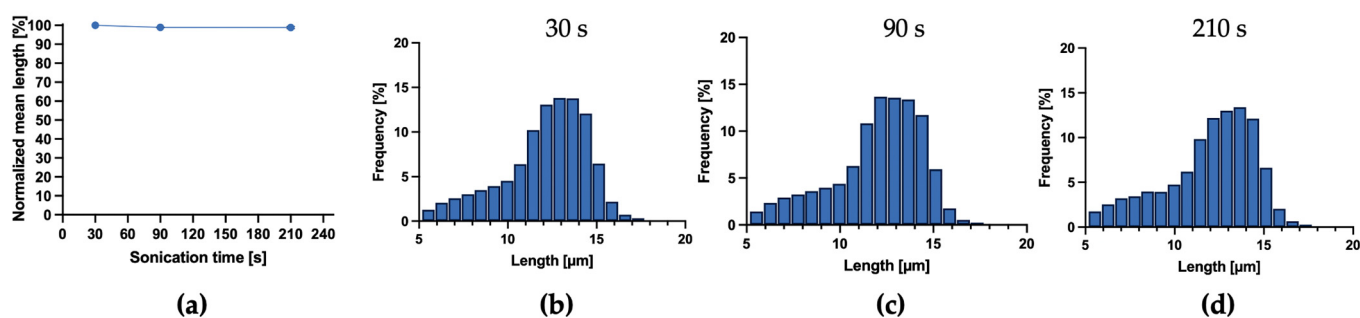

**Figure S4.** Stability of CaP-Alg-Prot/CMC(3DL) microrods under shear stress. Particles were suspended in water and sonicated (37 kHz 40 % amplitude) for 30, 90 and 180 s using an ultrasonic bath. (a) Mean length of the microrods normalized to mean length at timepoint 30 s. (b-d) Length distributions after 30 s (b), 90 s (c) and 210 s (d) sonication time. Data shown are for three independently prepared batches.

#### CaP-Alg-Prot/CMC(5DL)

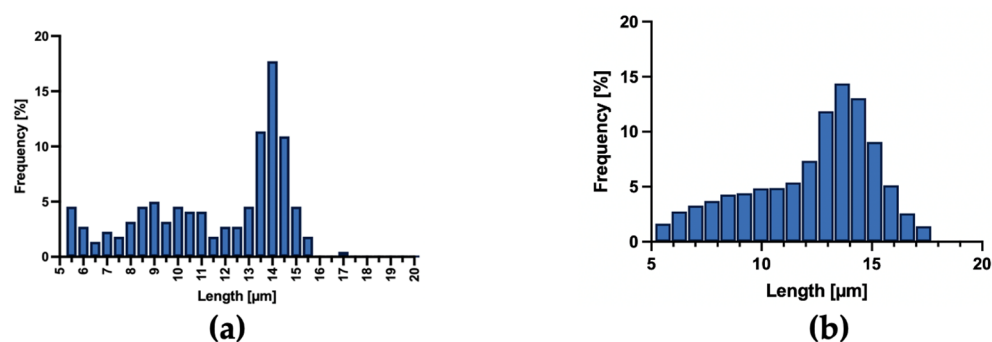

#### CaP-Prot/CMC(5DL)

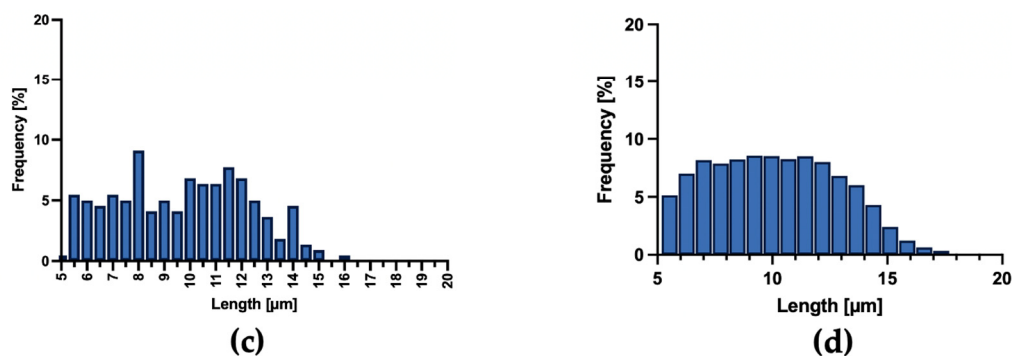

**Figure S5.** Representative length distributions of individual microrods. CaP-Alg-Prot/CMC(5DL) (a,b) and CaP Prot/CMC(5DL) (c,d) determined by SEM (a,c) and high-throughput screening with FlowCam® (b,d). FlowCam® measurements were combined from three independent prepared batches ( $N = 3$ ) (in total >140,000 particles). SEM measurements were obtained from a single batch ( $N = 1$ ) (220 evaluated microrods).

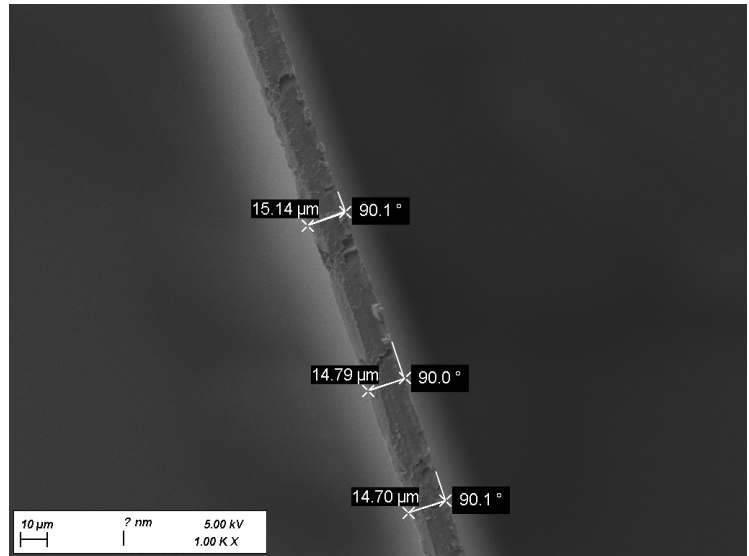

**Figure S6.** Representative cross-section image analysis of the used membranes revealing an actual thickness of  $14.88 \pm 0.14 \mu\text{m}$  (in total 3 membranes tested).

**Table S1.** Individual aerodynamic properties (MMAD, FPF, GSD) and calculated dynamic shape factor  $\chi$  of each tested batch of CaP microrods.

| Batch   | MMAD [ $\mu\text{m}$ ] | FPF [%] | GSD  | $\chi$ (Calculated) |
|---------|------------------------|---------|------|---------------------|
| Batch 1 | 4.56                   | 56.72   | 1.39 | 3.33                |
| Batch 2 | 4.49                   | 57.89   | 1.37 | 3.45                |
| Batch 3 | 5.24                   | 40.84   | 1.38 | 2.55                |

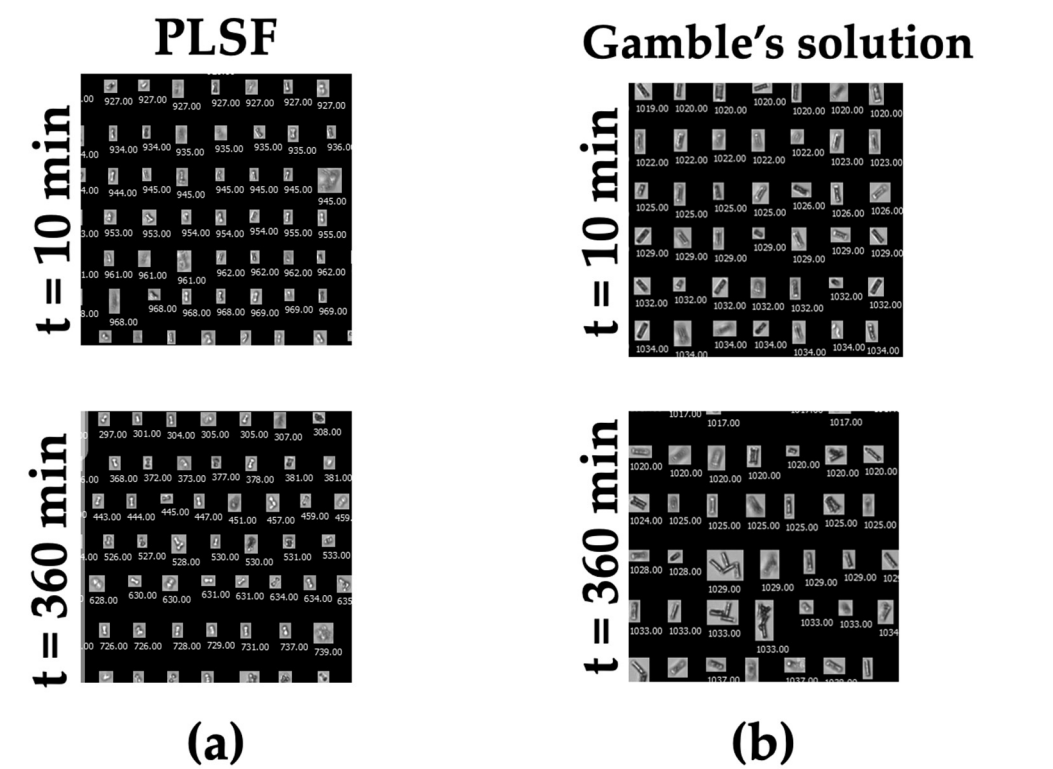

**Figure S7.** Representative images obtained during particle disintegration in PLSF (a) and Gamble's solution (b) using FlowCam®. In PLSF (a) particles disintegrate rapidly, exposing the polymer network. In Gamble's solution (b) particles remain structurally intact, but show a tendency to agglomerate.

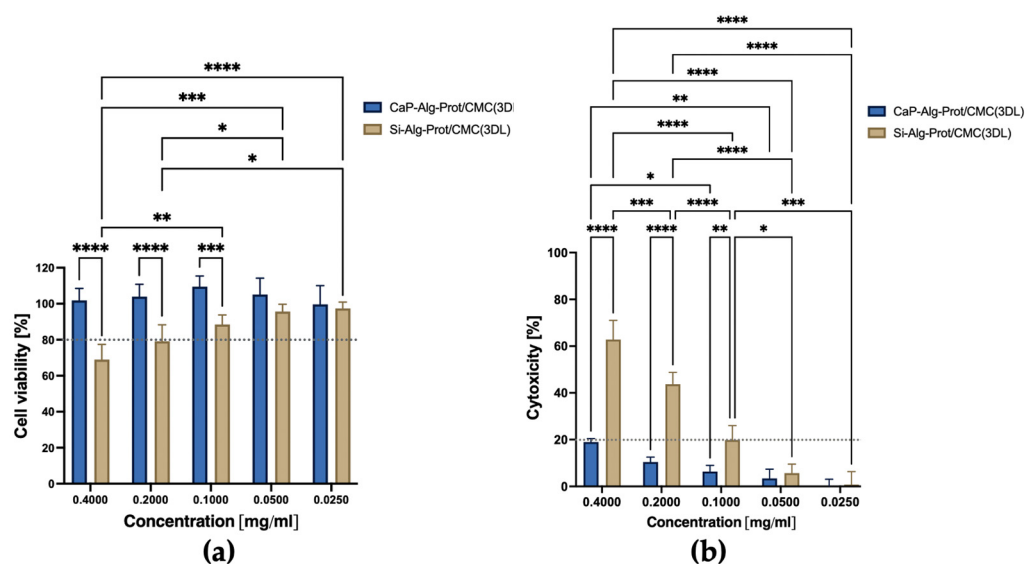

**Figure S8.** Full statistical analysis of Figure 9. (a) Cell viability assessed by MTT assay at different concentrations [mg/mL]; (b) Cytotoxicity assessed by LDH assay at different concentrations [mg/mL]; ( $p < 0.05$  \*,  $p < 0.01$  \*\*,  $p < 0.001$  \*\*\*,  $p < 0.0001$  \*\*\*\*). Each experiment was performed with  $n = 3$ –6 technical replicates, and data are presented as mean  $\pm$  SD from  $N \geq 3$  independent experiments.

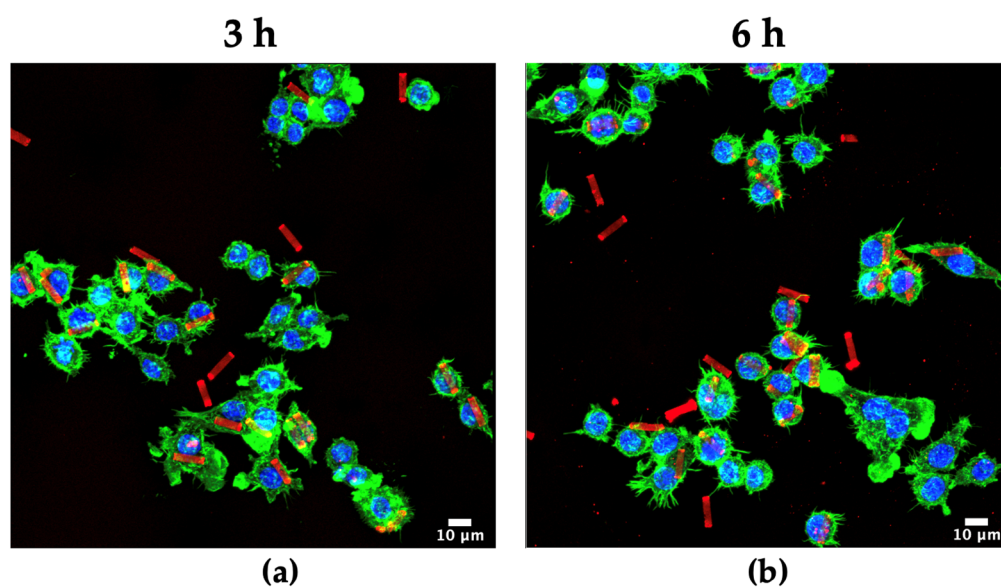

**Figure S9.** 3D reconstructions of the CLSM images shown in Figure 6. (a) 3 h incubation and (b) 6 h incubation.

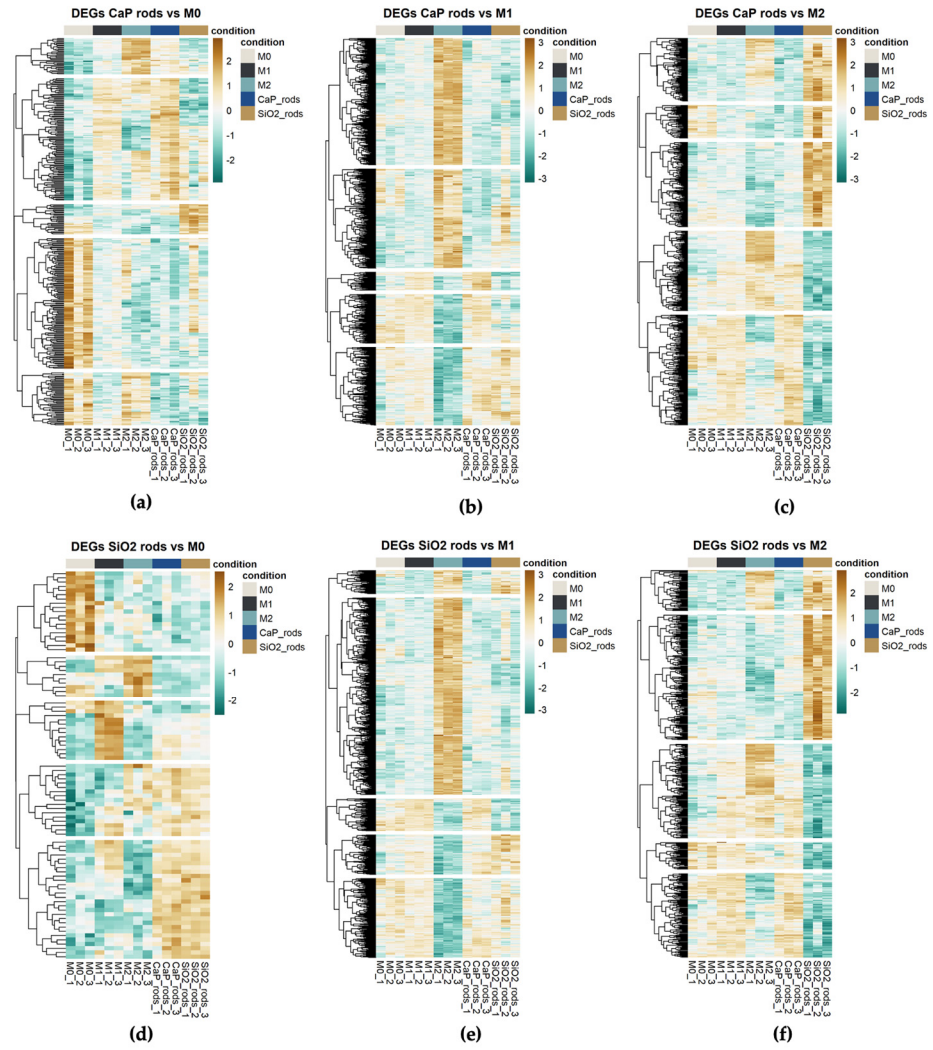

**Figure S10.** DEGs of CaP and SiO<sub>2</sub> microrods compared with M0 (a,d); M1 (b,e) and M2 (c,f). Data are based on three independently prepared particle batches ( $N = 3$ ), each tested in a separate well using the same cell passage.

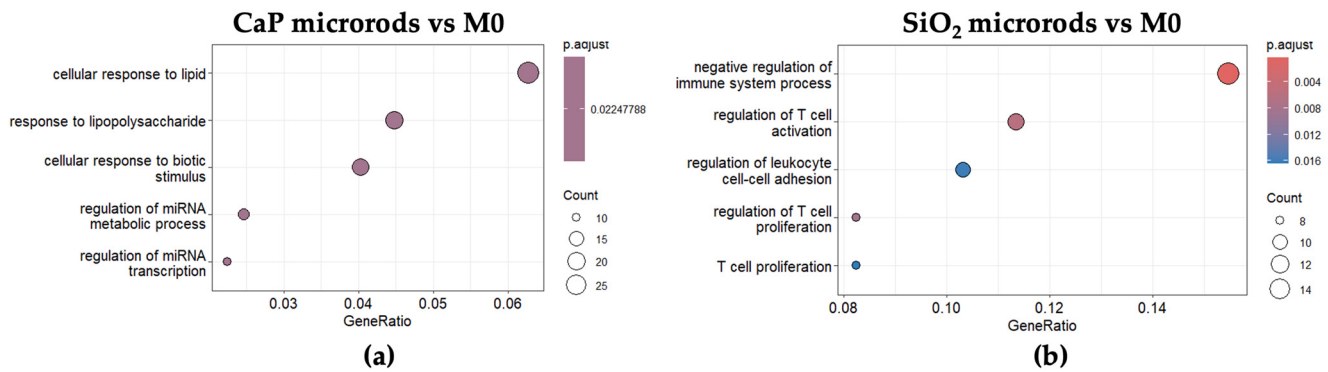

**Figure S11.** GO enrichment analysis of (a) CaP microrods vs M0 and (b) SiO<sub>2</sub> microrods vs M0.

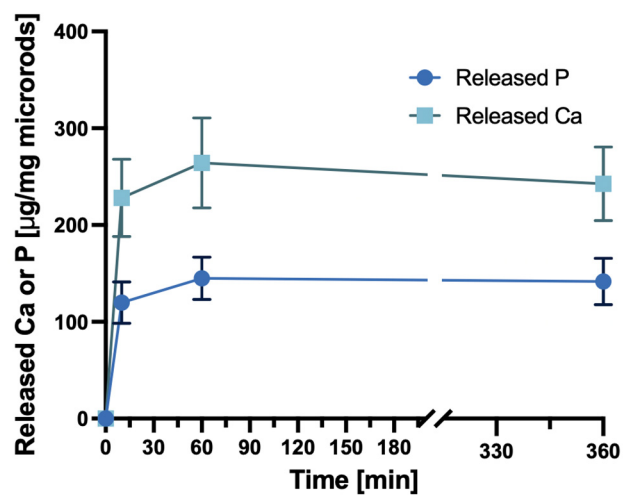

**Figure S12.** Calcium and phosphate release from CaP microrods in PLSF (pH 4.5), quantified by ICP-MS. Released amounts of Ca and P were determined after 10 min, 60 min and 360 min and normalized to the initial microrod mass. Values were corrected for the elemental background of the release medium by subtraction of particle-free PLSF blanks. Data are shown as mean  $\pm$  SD ( $N = 3$  independent particle batches).

How the deposited data were processed for this re-analysis (not part of the article)

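The data are the counts of 15 RNA-seq libraries of MH-S cells, in 5 groups of 3 wells each, after 24 h in medium alone (M0), with CaP or SiO_2_ microrods at 0.1 mg/mL, or with the M1 (LPS at 1 µg/mL and IFN-γ at 20 ng/mL) or M2 (IL-4 at 20 ng/mL) stimulus. The authors made Smart-seq2 libraries, sequenced them as paired-end reads, processed them with the nf-core/rnaseq pipeline using STAR and Salmon on the Ensembl annotation, and deposited 1 table of counts, whole numbers per Ensembl gene identifier without normalization or filter. Salmon estimates counts, so the deposited whole numbers may be rounded estimates, and the split of reads between near-identical genes was made by that step. All columns of the table were mapped to a sample by name, and 0 columns were left unused.

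The table holds 78317 gene identifiers, of which 51487 were given a symbol from a mouse annotation of another release than the authors used. That annotation served only for names, transcript length and GC content, and no coordinates are given. Length and GC content were known for 90.9% of the genes tested.

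Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Genes were filtered with edgeR's filterByExpr by group, libraries were scaled with TMM, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was a DEG at an adjusted p below 0.05 and an absolute log2 fold change above 0.5, the thresholds of the paper. A model of all 15 libraries tested 16654 genes, and a model of the 9 M0, CaP and SiO_2_ libraries, as in the paper's second analysis, tested 16621. Neither held a term for the replicate number. Levels are CPM, counts relative to the scaled library size, with the SD over 3 libraries. The standard error given with an edgeR log2 fold change is implied by the test and not fitted. It is the absolute log2 fold change divided by the square root of the quasi-likelihood F. A gene at or under 3 counts in all libraries of a group is taken to be at the floor there, and a fold against such a group is a lower bound computed against the floor.

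The total count of a library lies between 8459643 and 68750050, so 1 count corresponds to a different CPM in each library and low genes are measured least precisely in the smallest libraries. Counts of amplified cDNA without molecular identifiers are not independent molecules, so these limits cover counting error only. With 3 libraries per group an exact two-sided permutation test of a single value cannot give a p below 0.1, and adjusted p-values from edgeR, DESeq2 and limma are given in its place.

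Principal components were computed on log2 CPM with a prior count of 2 over the 500 most variable genes. The M1-high and M2-high sets of 100 genes each were those with the smallest p in the comparison of M1 with M2. Gene sets and 7 lists (V-ATPase subunits other than *Atp6v0d2*, lysosomal genes, calcineurin/NFAT-responsive, NRF2-responsive, LPS-raised, interferon-stimulated and cholesterol synthesis genes) were tested with limma's camera test at a preset correlation of 0.01 in 3 comparisons, and the 21 p-values of the lists were adjusted together. Medians beside camera are of log2 CPM differences and can differ slightly from edgeR's fitted values. The lists were written from general knowledge before the data were examined, as were the groups, the tests and most alternatives. The lists of Figures 11 and 12 are those of the paper, read from its pictures.

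Genes are named by a rule written before the data were examined, namely those the paper names in its text or labels in Figures 10 to 12, the 5 with the largest change in each direction in each microrod comparison and 3 in each direction for M1 and M2 against M0, among DEGs with a mean of at least 5 CPM in one group and no overlap between the libraries of the groups compared, and list members that are DEGs in a microrod comparison. Genes outside this rule are marked where they appear.

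The tests were tried on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed by known fold changes. That was a single draw over genes past edgeR's filter, with edgeR's dispersions and each gene drawn independently. Each result was recomputed under those of the following alternatives that were set for it, and not every one was run for every result, namely with DESeq2, with DESeq2's size factors, with the legacy quasi-likelihood, without a filter, with at least 10 counts in every library, with a replicate block, with counts thinned to the smallest library, with other libraries in the model, with other thresholds and set sizes, with fry and an estimated correlation for the sets, and without each library in turn. Robust quasi-likelihood, offsets for transcript length and GC content, 1 surrogate variable, DESeq2 on genes with at least 10 counts in every library and the correlation of DESeq2's log2 fold changes over the 16621 genes were added after seeing the data. Random steps used fixed seeds. GO enrichment was not analysed here.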

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

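The tests of single libraries and of the summed counts of the *Serpinb1* genes were chosen only after the result was seen. In all cases below, a gene that the paper does not discuss was a DEG in a microrod comparison of the model of 9 libraries.

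*Serpinb1a* had 9.20 ± 0.313 CPM (SD, n = 3) with CaP, 0.775 ± 0.189 with SiO_2_ and 0.386 ± 0.0887 in M0, a log2 fold change of 4.70 for CaP against M0 and 3.61 for CaP against SiO_2_, the largest of both comparisons among the named genes. Several technical explanations are argued against by the tables. The log2 fold change against M0 was 4.68 with transcript length and GC content removed, 4.48 at 1 depth, 4.70 with DESeq2's size factors and at least 4.41 without any single library. Its paralogs *Serpinb1b* and *Serpinb1c* held 29.3% as many counts as the gene in the CaP libraries, so reads that fit more than 1 of the genes may have entered its count. A movement of reads from the paralogs to the gene would leave the sum of the 3 genes unchanged, but that sum was 11.7 to 12.2 CPM in the CaP libraries and 1.65 to 2.70 in those of M0, a log2 ratio of the means of 2.54. Which of the 3 genes the shared reads came from stays open, as does a biological response to CaP, which is a hypothesis found and tested on the same data.

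*Csf1* had 5.22 ± 1.84 CPM with CaP and 0.414 ± 0.131 in M0, a log2 fold change of 3.56, with 4 to 19 counts in each M0 library. It was 3.38 with length and GC content removed, 3.86 at 1 depth, 3.56 with DESeq2's size factors and at least 3.27 without any single library. No gene of the annotation used here overlaps it, so overlapping genes held 0% as many counts, but reads shared with paralogs were not tested and stay open. Without M0 replicate 1 the gene was no longer a DEG (adjusted p = 0.107 from edgeR). Against SiO_2_ the log2 fold change was 2.37 and not past the threshold (adjusted p = 0.196 from edgeR, and from 0.0633 to 0.392 across the alternatives of edgeR run for this comparison, but 2.12e-04 from DESeq2), so a response that is specific to CaP was not shown. A response of the cells to CaP is left open as a hypothesis.

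*4930447F24Rik* had 30.9 ± 3.76 CPM with SiO_2_, 26.8 ± 1.52 with CaP and 9.97 ± 1.49 in M0, with log2 fold changes of 1.65 and 1.45. For SiO_2_ it was 1.52 with length and GC content removed, 1.61 at 1 depth, 1.65 with DESeq2's size factors and at least 1.56 without any single library. The overlapping gene *Bsn* held 4.42% as many counts, too few to make the difference, while reads shared with paralogs were not tested and stay open. The call for SiO_2_ held only without M0 replicate 3 among the fits without 1 library (adjusted p = 0.0366 from edgeR), and its adjusted p was up to 0.133. The rods did not differ detectably (log2 fold change -0.21, adjusted p = 1.00 from edgeR). A response common to both rods is left open as a hypothesis.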

How the results depend on the processing

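The alternatives below were chosen before the data were examined, except the offsets for transcript length and GC content, the surrogate variable, the robust quasi-likelihood, DESeq2 restricted to genes with at least 10 counts in every library and the correlation of DESeq2's log2 fold changes over the 16621 genes past the filter, which were chosen after seeing the data. Except where a sentence says otherwise, the cause of a change was not tested. Under every alternative run for them, the number of DEGs shared against M1 stayed within 1.5 times and the M1-high set with SiO_2_ against M0 stayed past the threshold. The correlation between the log2 fold changes of the rods ranged from 0.650 to 0.822 over the 16621 genes, or 13056 to 17463 genes past the filters of the other fits. Unchanged groups were simulated only for the model of all 9 libraries, with an r of at most 0.539 against 0.759 observed, and not for the fits without 1 library, where fewer libraries are shared or compared. Regrouped libraries gave up to 0.852. With DESeq2 the correlation was 0.590 over 45324 genes, for which no such value was simulated either.

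The numbers of DEGs against M0 moved with the test, the filter and the libraries in the model. DESeq2 gave 419 DEGs between CaP and M0 and 121 between SiO_2_ and M0 in the model of 15 libraries, with 100 shared, and 590, 124 and 15 DEGs between CaP and M0, SiO_2_ and M0, and CaP and SiO_2_ in the model of 9. Without a filter on low counts there were 968 DEGs between CaP and M0 and 205 between SiO_2_ and M0 in the model of 15 libraries, with 162 shared, 178, 17 and 8 DEGs between CaP and M0, SiO_2_ and M0, and CaP and SiO_2_ in the model of 9, 3882 DEGs between CaP and M1 and 1141 between M2 and M0. The legacy quasi-likelihood gave 59 DEGs between CaP and M0 and 23 shared. With at least 10 counts in every library, which tests fewer genes, there were 488 DEGs between CaP and M2 and 2 between CaP and SiO_2_. With only the 6 libraries of the groups compared, a model with fewer libraries to estimate the spread, there were 7 DEGs between CaP and M0, 1 between SiO_2_ and M0, 2 between CaP and SiO_2_, 252 between CaP and M2, 269 between SiO_2_ and M2 and 98 between M2 and M0. The model of 9 libraries in place of 15 gave 68 and 10 DEGs against M0.

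Depth limits the counts of DEGs. Thinning every library to the size of the smallest, which removes reads, gave 48 DEGs between CaP and M0 and 24 between SiO_2_ and M0 in the model of 15 libraries, with 19 shared, 40 between CaP and M0 in the model of 9, 466 between CaP and M2, 456 between M2 and M0 and 348 shared against M2. In the principal component analysis it put M1 at 59.1 and SiO_2_ at 17.7 log2 units from M0. Log2 fold changes near 0 changed sign with it, *Il1b* to -0.18 with CaP and 0.079 in M2, and *Clec10a* to 0.17 between the rods, all of them far from the threshold.

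Of the alternatives chosen after seeing the data, the offsets for transcript length and GC content gave 171 DEGs between CaP and M0 in the model of 15 libraries, and 153 for CaP and 25 for SiO_2_ in the model of 9. With 1 surrogate variable there were 68 DEGs between SiO_2_ and M0 and 53 shared in the model of 15, and 255, 35 and 9 DEGs between CaP and M0, SiO_2_ and M0, and CaP and SiO_2_ in the model of 9. DESeq2 on genes with at least 10 counts in every library gave 484 DEGs between CaP and M0 and 148 between SiO_2_ and M0 in the model of 15 libraries, with 122 shared, and 800, 148 and 16 DEGs between CaP and M0, SiO_2_ and M0, and CaP and SiO_2_ in the model of 9.

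The replicate numbers do not pair the libraries. Of 30 pairs of libraries with the same number in different groups, 13 had a correlation of their deviations from the group means above 0.1, with a range from -0.745 to 0.766 and a mean of 0.00823 against 0.00952 for pairs with different numbers. With the number as a replicate block there were 59 DEGs between CaP and M0 and 19 between SiO_2_ and M0 in the model of 15 libraries, with 15 shared, and 28, 1 and 1 DEGs between CaP and M0, SiO_2_ and M0, and CaP and SiO_2_ in the model of 9, and the adjusted p between the rods was 0.963 for the M1-high set and 0.978 for the NRF2 list, both with the direction reversed. Removing the block before the principal component analysis gave 49.7% for PC1 and 19.1% for PC2.

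With all genes past the filter in place of 500, PC1 held 36.7% and the replicate error was 62.3 units. The distances from M0, sums over more genes, were 118 units for M1, 76.7 for M2, 73.7 for CaP and 55.4 for SiO_2_. On DESeq2's variance-stabilized scale they were 48.1 for M1, 26.7 for M2 and 14.3 for SiO_2_.

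The set tests depended on the correlation between genes. With an estimated correlation, the adjusted p for CaP against M0 was 0.0778 for the M1-high and 0.465 for the M2-high set, 0.491 for the M2-high set with SiO_2_, and 0 of the 17 calls among 21 tests of fixed lists held. Under fry, 5 held, and the M2-high sets had 0.376 for CaP and 0.419 for SiO_2_. With genes of at least 10 counts in every library, the M2-high sets had 0.0685 and 0.285, and the M1-high set, which did not differ between the rods in the main analysis, had 9.60e-04, higher with CaP (median 0.03, 56 of 100 genes). With 50 genes per set the M1-high set had 0.0724 for CaP against M0 and 0.0206 between the rods, there with the direction reversed. With 200 genes the M2-high set with SiO_2_ had 0.144, and the M1-high set between the rods 0.737, reversed. The NRF2 list between the rods, whose direction is not determined, reversed with fry (0.832), DESeq2's size factors (0.997) and at least 10 counts (0.752).

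Single genes with a log2 fold change near 0 also reversed. *Il1b* with CaP was -0.011 in the model of 15 libraries and -0.00697 in that of 9 with DESeq2, and *Clec10a* between the rods was 0.046 without a filter, 0.025 with the length and GC offsets and 0.016 with at least 10 counts.

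Across the fits that each left out 1 library of the groups compared, the number of DEGs ranged from 30 to 183 between CaP and M0, 8 to 28 between SiO_2_ and M0, 1350 to 2161 between CaP and M1, 1114 to 1295 between SiO_2_ and M1, 374 to 717 between SiO_2_ and M2, 1511 to 2064 between M1 and M0 and 316 to 1361 between M2 and M0 in the model of 15 libraries. In the model of 9 it ranged from 13 to 743 for CaP and 0 to 5 for SiO_2_ against M0, and from 1 to 3 between the rods. M0 replicate 1 gave the lowest number in 5 of these comparisons, and CaP replicate 1 the 743. With 1 library of the rods or of the group they were compared with left out, the shared DEGs ranged from 6 to 32 against M0 and 344 to 573 against M2. PC1 held 35.7 to 50.5% and PC2 17.3 to 28.3%, and the distances from M0 were 64.5 to 72.8 units for M1, 23.6 to 35.3 for CaP and 19.9 to 27.3 for SiO_2_.

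In the same fits the adjusted p of the M2-high set with SiO_2_ went from 7.15e-05 to 0.254, and between the rods that of the M1-high set from 0.0693 to 0.911 and that of the M2-high set from 0.0334 to 0.270, past the threshold without CaP replicate 1 and SiO_2_ replicate 2. Of the 21 tests of fixed lists, 9 to 18 were past the threshold, the fewest without M0 replicate 1. Between the rods the adjusted p went from 0.0636 to 0.782 for the V-ATPase list, 0.0227 to 0.624 for the lysosomal list, 0.523 to 0.975 for the NRF2 list and 0.0156 to 0.937 for the cholesterol list, the last past the threshold without CaP replicate 1. Log2 fold changes of genes that were not DEGs crossed 0, with ranges from -0.22 to 0.31 and -0.23 to 0.31 for *Il1b* with CaP in the models of 15 and 9 libraries, -0.83 to 2.98 for *Il6* with CaP, which is at or under the floor of 3 counts in M0 and CaP and so has no fold change, -0.59 to 0.080 and -2.63 to 4.01 for *Il1b* and *Il6* in M2, where the fitted value of *Il6* is no bound, -0.026 to 0.52 and -0.027 to 0.53 for *Arg1* with SiO_2_ and -0.043 to 0.019 for *Clec10a* between the rods.

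Of 905 values of named genes under the alternatives chosen before the data were examined, 792 kept their side, 91 lost the threshold, 15 gained it and 7 reversed. Under those chosen after, it was 215, 4, 2 and 1 of 222, and with 1 library left out 513, 135, 4 and 14 of 666. For the 21 list tests it was 67, 34, 0 and 4 of 105, and 99, 16, 2 and 9 of 126 with 1 library left out.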

Differences from the paper's values

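In the model of 9 libraries, 68 genes were DEGs between CaP and M0 against the paper's 543, and 10 between SiO_2_ and M0 against the paper's 99. Of the alternatives set before the data were examined, DESeq2 gave 590 and 124 DEGs, and leaving out CaP replicate 1 gave 743 between CaP and M0, within 1.5 times of the paper's values, and none of the others closed either gap. DESeq2 on genes with at least 10 counts in every library, chosen after seeing the values, gave 800 and 148, within 1.5 times of the paper's values.

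In the model of 15 libraries, 109 genes were DEGs between CaP and M0, 44 between SiO_2_ and M0 and 35 shared, against about 360, about 89 and about 78 in Fig. 10d, read by eye. DESeq2 gave 419, 121 and 100, and no other alternative set before the data were examined came within 1.5 times. Chosen after seeing the values, DESeq2 on genes with at least 10 counts in every library gave 484 DEGs between CaP and M0, and 1 surrogate variable gave 68 between SiO_2_ and M0 and 53 shared.

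Against M1 the numbers were 2108 for CaP, 1741 for SiO_2_ and 1514 shared, against about 1300, about 1100 and about 910 in Fig. 10f, read by eye, the panel headed with M1, which the legend letters as Fig. 10e. For CaP, the gap was within 1.5 times with the legacy quasi-likelihood (1909), at least 10 counts in every library (1458), the replicate block (1913), thinned counts (1691), an absolute log2 fold change above 1 (1616) and without M1 replicate 1 (1464), M1 replicate 2 (1567), M1 replicate 3 (1486), CaP replicate 2 (1750) or CaP replicate 3 (1350). For SiO_2_ it was within 1.5 times with the same 5 settings (1638, 1206, 1604, 1484 and 1362) and without any 1 of the 6 libraries (1114 to 1295). The shared number was within 1.5 times with an absolute log2 fold change above 1 (1163), at least 10 counts (1041), thinned counts (1229) and without any 1 library other than CaP replicate 1 (1048 to 1323). None of the remaining alternatives, DESeq2 included, closed these gaps. Chosen after seeing the values, DESeq2 on genes with at least 10 counts in every library gave 1811, 1531 and 1296, and 1 surrogate variable gave 1908 for CaP.

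The paper states that CaP microrods did not induce *Mmp12*, and the log2 fold change over M0 was 1.83 here (adjusted p = 0.0307 from edgeR). The paper names *Ccl2* and *Tnf* among genes raised by CaP. They were not DEGs with edgeR (adjusted p = 0.118 and 0.123) and were with DESeq2 (0.0378 and 0.0253), and *Tnf* was also a DEG of edgeR without M0 replicate 2 (0.0443). *Atp6v0d2* is labelled as higher with CaP than with SiO_2_ in Fig. 12c and had an adjusted p of 0.0946 from edgeR, 0.0298 without a filter on low counts and 1.34e-06 from DESeq2. *Ccl3*, labelled likewise, had 0.0785, 0.0298 and 1.10e-06. Of the 10 genes labelled in Fig. 12c, 3 were DEGs of edgeR and 10 of DESeq2, and of the 18 matched labels of Fig. 12b, 7 were DEGs of edgeR and 18 of DESeq2. Fig. 11 shows DEGs between CaP and M0. Of the genes tested, edgeR called 7 of 16 in Fig. 11a, 9 of 30 in Fig. 11b, 2 of 7 in Fig. 11c and 4 of 7 in Fig. 11d, and DESeq2 called 16, 27, 6 and 7. *Hmox1* (adjusted p = 0.0842 from edgeR) was called by DESeq2 (0.00338), in the fit without a filter on low counts, without M0 replicate 2 (0.0328), without CaP replicate 1 (0.0419) and with the length and GC offsets, chosen after seeing the values (0.0373). The log2 fold change axes of Fig. 12 place the genes higher with the rods, or higher with CaP in Fig. 12c, on the negative side, and those genes are positive here.

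*Serpinb1a*, with a log2 fold change of 4.70 between CaP and M0, has no point at that position in Fig. 12a, and neither have *Csf1* (3.56) and *C1qa* (-3.15). M2 is apart from the other groups on the second component in Fig. 10a and on PC3 here. Without M2 replicate 2 it was apart on PC1, and PC2 was not checked there. With all genes past the filter the first component to part it was PC4, and without M0 replicate 3 none of those checked did. In the other alternatives run it was PC3. In Fig. S10, the most distinct columns of the heatmaps against M1 are headed M2 and those of the heatmaps against M2 are headed SiO_2_. Here, 89.0% of the DEGs between CaP and M1 and 91.6% of those between SiO_2_ and M1 were most extreme in M1, and 68.9% of the DEGs between CaP and M2 and 74.2% of those between SiO_2_ and M2 in M2.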

Other observations

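The tests of the smallest library of each group, of false calls and of the correlation in regrouped libraries were chosen only after the result was seen.

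The interferon-stimulated list, which the paper does not discuss, was higher than M0 with both rods and lower with CaP than with SiO_2_. Its median log2 fold change over M0 was 0.57 with CaP (10 of 13 genes higher, adjusted p = 0.0387 from limma's camera test) and 0.73 with SiO_2_ (12 of 13, adjusted p = 4.15e-07), and between the rods it was -0.39 (0 of 13 higher, adjusted p = 1.86e-06). With DESeq2's size factors 11 of 13 genes were higher with SiO_2_. A single SiO_2_ library as the source is argued against by the largest adjusted p of 2.32e-04 without 1 of them, and transcript length and GC content by a p of 9.26e-07 after their removal (median -0.40, 13 of 13 lower). Without CaP replicate 1 the median between the rods was -0.24 (adjusted p = 0.0167), and without M0 replicate 3 the median with SiO_2_ was 1.04. The call for CaP was lost without M0 replicate 2 (0.0529) and CaP replicate 2 (0.0676), and with at least 10 counts in every library (5 of 6 genes higher, 0.0907). Under fry only the call for SiO_2_ against M0 held (0.00982), and between the rods the adjusted p ranged over the alternatives from 5.78e-08 without CaP replicate 3 to 0.0788 with an estimated correlation, with 0.0694 under fry. A weaker interferon response to CaP than to SiO_2_ may be a candidate explanation, and it was not tested beyond this list.

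The calcineurin/NFAT list was higher with CaP than with SiO_2_ also without *Rcan1*, *Ccl3* and *Tnf*, which the paper names. The p was 3.74e-05 from camera over the 10 other genes (median 0.39, 8 higher and 2 lower) and 0.0702 from fry. So the list may not rest on the named genes alone, while the correlation between its genes stays open.

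Of the other lists, the LPS list had medians of 0.47 with CaP (13 of 15 genes higher, adjusted p = 4.78e-04 from camera) and 0.36 with SiO_2_ (10 of 15 higher, adjusted p = 0.0461). The latter was lost without M0 replicate 1 (median 0.22, 0.313), M0 replicate 2 (median 0.24, 0.0567), CaP replicate 1 (0.0621), CaP replicate 2 (0.0575) and SiO_2_ replicate 2 (median 0.20, 0.199), and with at least 10 counts in every library (median 0.29, 8 of 13 genes higher, 0.141). The call for CaP held under fry (0.00982). The cholesterol synthesis list had 0.32 with CaP (17 of 20 higher, adjusted p = 0.00511) and 0.36 with SiO_2_ (16 of 20 higher, adjusted p = 0.00217), and between the rods 0.03 (12 of 20, adjusted p = 0.544). Without M0 replicate 1 the adjusted p-values against M0 were 0.0751 and 0.0657, with a median of 0.24 for both rods, without CaP replicate 2 that for CaP was 0.0656 (median 0.18), and without CaP replicate 1 the list differed between the rods (median 0.18, adjusted p = 0.0156). Neither call of this list held under fry, and none of the calls of both lists held with an estimated correlation. In none of these lists was a gene at or under the floor in the group compared against.

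Libraries of the same group differed along 1 axis that held 51.6% of the variance within groups, and 46.3% at 1 depth. The smallest library of each group had the extreme score on the same side in 5 of 5 groups (exact two-sided p = 0.00823). The depth itself is argued against as the cause, since the scores at 1 depth had a correlation of 0.999 with those at full depth. Removing the trends on transcript length and GC content lowered the within-group variance by 24.7%, which cannot be told apart from a trend that comes with another property of the libraries. A property that goes with a small library may be a source of this axis, but which property was not tested, and no biological explanation was tested.

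DESeq2 called more genes between CaP and M0 than edgeR. In simulated counts for CaP against M0, with the same means and library sizes, 22.3% of DESeq2's calls were unchanged genes (39 of 175). For edgeR it was 6.90% (8 of 116). In the simulated comparison of SiO_2_ with M0, which held no change, DESeq2 made 12 calls and edgeR 0. False calls may therefore account for part of the difference, and DESeq2 also recovered more of the changed genes (136 against 108 of 200). The simulation was a single draw of independent genes past edgeR's filter, with edgeR's dispersions. Its shares are not error rates on the real counts, where DESeq2 ran without that filter.

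The complement genes *C1qa* and *C1qc*, chosen after their values were seen, fell with CaP by log2 fold changes of -3.15 (adjusted p = 0.0419 from edgeR) and -2.39 (adjusted p = 0.0307 from edgeR). With SiO_2_ they were -1.94 and -1.63, with 0.230 as the smaller adjusted p, and between the rods -1.21 and -0.75, so a difference between the rods was not shown (adjusted p = 1.00 for both).

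Other splits of the libraries were counted. For each of the 11 comparisons with edgeR, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs, and 10 splits cannot give a share under 0.1. The largest number in another split was 206, for M2 against M0. With DESeq2 in the model of 9 libraries, 2 of 10 splits gave as many DEGs between CaP and M0, 1 of them with 698, 2 of 10 between CaP and SiO_2_, 1 of them with 155, and 1 of 10 between SiO_2_ and M0. As many DEGs were shared by both rods against M0, M1 and M2 in 1 of 40 groupings of the 9 libraries each. A p as small was found in 2 of 10 splits for the M1-high set and 3 of 10 for the M2-high set with CaP, in 1 and 3 of 10 with SiO_2_, and in 10 and 1 of 10 between the rods. As many lists past an unadjusted p of 0.05 (7 of 7) were found in 1 of 10 splits for each rod against M0. Between the rods (3 of 7) it was 7 of 10 splits. For single lists with CaP against M0, a p as small was found in 3 of 10 splits for the V-ATPase, lysosomal, NRF2 and cholesterol lists. For the calcineurin/NFAT, LPS and interferon lists it was 1 of 10. With SiO_2_ against M0 it was 3 of 10 for the LPS list and 2 of 10 for the calcineurin/NFAT and NRF2 lists. For the V-ATPase, lysosomal, interferon and cholesterol lists it was 1 of 10. In 7 of 100 groupings of the 9 libraries, the correlation of the log2 fold changes of CaP and SiO_2_ against M0 was as large as the observed one, so a grouping by chance cannot be excluded as its source.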
